# CXCR4 Signaling Has a CXCL12-Independent Essential Role in Murine *MLL-AF9*-Driven Acute Myeloid Leukemia

**DOI:** 10.1016/j.celrep.2020.107684

**Published:** 2020-05-26

**Authors:** Ramprasad Ramakrishnan, Pablo Peña-Martínez, Puneet Agarwal, Maria Rodriguez-Zabala, Marion Chapellier, Carl Högberg, Mia Eriksson, David Yudovich, Mansi Shah, Mats Ehinger, Björn Nilsson, Jonas Larsson, Anna Hagström-Andersson, Benjamin L. Ebert, Ravi Bhatia, Marcus Järås

## Abstract

Acute myeloid leukemia (AML) is defined by an accumulation of immature myeloid blasts in the bone marrow. To identify key dependencies of AML stem cells *in vivo*, here we use a CRISPR-Cas9 screen targeting cell surface genes in a syngeneic *MLL-AF9* AML mouse model and show that CXCR4 is a top cell surface regulator of AML cell growth and survival. Deletion of *Cxcr4* in AML cells eradicates leukemia cells *in vivo* without impairing their homing to the bone marrow. In contrast, the CXCR4 ligand CXCL12 is dispensable for leukemia development in recipient mice. Moreover, expression of mutated *Cxcr4* variants reveals that CXCR4 signaling is essential for leukemia cells. Notably, loss of CXCR4 signaling in leukemia cells leads to oxidative stress and differentiation *in vivo*. Taken together, our results identify CXCR4 signaling as essential for AML stem cells by protecting them from differentiation independent of CXCL12 stimulation.

## In Brief

In an *in vivo* CRISPR screen, Ramakrishnan et al. identify CXCR4 as a critical regulator of AML stem cells. Although the CXCR4 ligand CXCL12 is dispensable for leukemia development, CXCR4 signaling is essential for AML cells because it protects them from differentiation.

## INTRODUCTION

Acute myeloid leukemia (AML) is a clonal disorder characterized by accumulation of immature, abnormally differentiated myeloid cells in the bone marrow. In adults, AML is the most common acute leukemia and is associated with poor survival (Döhner et al., 2015). The disease is sustained by a small population of leukemic cells, termed leukemia stem cells (LSCs), with self-renewal capacity (Dick, 2005). Within the bone marrow, leukemic cells modulate the microenvironment in a manner that promotes leukemia progression over normal blood cell development and contributes to protection from chemotherapy (Schepers et al., 2015; Shlush et al., 2017; Welner et al., 2015). In addition to anchoring LSCs to the bone marrow niche, binding of ligands to cell surface receptors on LSCs triggers cell signaling, which regulates core components of the LSC entity, such as self-renewal, proliferation, differentiation, and localization (Schepers et al., 2015). Certain cell surface receptors, including CD44, CD123, CD99, CD97, and IL1RAP, which are upregulated on LSCs compared with normal hematopoietic stem and progenitor cells (HSPCs), have been shown to convey signals that support leukemia progression (Charrad et al., 1999; Chung et al., 2017; Järås et al., 2010; Jordan et al., 2000; Martin et al., 2019). Such interactions can also facilitate immune evasion, as exemplified by upregulation of CD47 on leukemia cells that inhibit phagocytes by binding to SIRP-α (Majeti et al., 2009). Many of these cell surface proteins have been successfully explored as therapeutic targets in preclinical models using blocking antibodies and antibodies that direct the immune system to leukemia cells (Ågerstam et al., 2015; Jin et al., 2006, 2009; Tseng et al., 2013). These studies highlight that identifying cell surface proteins upregulated on LSCs relative to normal HSPCs may not only contribute to our understanding of the intricate processes that regulate LSCs, but it can also reveal new therapeutic opportunities. However, because not all upregulated cell surface proteins on LSCs may be functionally important for their growth and survival, there is a need to develop tools that identify cell surface proteins that are biologically important for LSCs under physiological conditions.

A powerful approach to identify genes that are critical for leukemia cells *in vivo* is to perform forward genetic screens. By applying *in vivo* RNA interference (RNAi) screens in a murine AML model, we and others have identified several leukemia-specific dependencies (Järås et al., 2014; Miller et al., 2013; Vu et al., 2017; Zuber et al., 2011). Although powerful, RNAi screens are associated with a high rate of off-target effects and, in recent years, have often been replaced by CRISPR-based methods because these are associated with higher specificity and efficacy (Liberali et al., 2015).

In this study, we performed an *in vivo* pooled CRISPR screen that targeted selected cell surface genes that are upregulated in murine *MLL-AF9* (*KMT2A-MLLT3*) LSC-enriched cells and identified CXCR4 as the top regulator of leukemia-initiating cells. Notably, CXCR4 signaling was found to be essential for LSCs independent of its ligand CXCL12 (SDF-1) *in vivo* by protecting them from differentiation.

## RESULTS

### CRISPR Screening Identifies *In Vivo* Dependencies of *MLL-AF9*-Driven Leukemia

To identify cell surface proteins critical for AML cells *in vivo*, we generated a CRISPR single guide RNA (sgRNA) library targeting 96 cell surface genes (Table S1; Figures S1A–S1C). The genes targeted were selected based on their upregulation in leukemic granulocyte-monocyte progenitor (GMP; Lin^−^Sca-1^−^c-Kit^+^CD34^+^FcγRII/III^+^) cells, enriched for LSCs in the *MLL-AF9*-driven murine leukemia model, relative to normal GMPs, according to global gene expression data (Table S1; Krivtsov et al., 2006; Wang et al., 2010).

For the CRISPR screen, we used an *MLL-AF9*-driven murine leukemia model we generated previously in a dsRed-transgenic background, allowing convenient tracking of leukemia cells upon serial transplantation in recipient mice (Miller et al., 2013). This AML model is suitable for screens because of its short disease latency and high penetrance (Chapellier et al., 2019; Krivtsov et al., 2006; Puram et al., 2016). Cas9-expressing *MLL-AF9* leukemia cells (Peña-Martínez et al., 2018) were enriched for LSCs by c-Kit selection (Figure S1D), transduced with the sgRNA pool, and transplanted into five sublethally irradiated recipient mice (Figure 1A). To assess the input representation of sgRNAs within the pool, a fraction of the cells was harvested 24 h (T_0_) after transduction. Twelve days after transplantation (T_12_), the bone marrow of recipient mice was harvested, genomic DNA was extracted, and the sgRNAs were PCR amplified prior to sequencing. Based on the number of sgRNAs per gene that were either enriched or depleted beyond a threshold of a median fold change of 2.0 across 5 biological replicates, a ranked gene list of candidate LSC regulators was generated (Figures 1B and 1C; Table S2). Although representation of a nontargeting control sgRNA did not change significantly *in vivo*, 5 of 5 sgRNAs targeting the positive control *Hoxa9*, essential for *MLL-AF9* leukemia cells (Faber et al., 2009), showed a median depletion of more than 2-fold, demonstrating that the screen was robust (Figure 1C). The genes that ranked as the most important positive regulators for LSCs were *Cxcr4*, *Cd47*, *Pira6*, *Ifngr1*, and *Cd244*; at least two sgRNAs targeting these genes showed a depletion of a fold change of more than 2.0 (Figure 1C). *Lrp10* was identified as the only negative regulator of LSCs, with 4 of 5 sgRNAs showing more than 2-fold enrichment. By generating lentiviral vectors expressing sgRNAs targeting *Lrp10* from the screen and with coexpression of tRFP657, the findings from the screen could be successfully validated, with a significant enrichment of sgRNAs *in vivo* upon leukemia development in mice (p < 0.01) (Figure S1E).

### CXCR4 Is Critical for *MLL-AF9* Leukemia Cell Growth and Survival *In Vivo*

*Cxcr4* was identified as the top-ranked positive regulator of leukemia cells, with all 5 sgRNAs showing a median depletion of a fold change of more than 2.0 *in vivo* and with one sgRNA depleted more than 30-fold (5.1-fold depletion in log2 scale) (Figure 1C). High expression of CXCR4 in AML cells has been associated previously with poor prognosis (Spoo et al., 2007; Ahn et al., 2013; Du et al., 2019). In transcriptomics data from AML patients (Ley et al., 2013), we found mildly but significantly increased expression of *Cxcr4* in the M5 (monocytic differentiation) subtype and in *MLL*-rearranged AML (Figures S2A and S2B). Although CXCR4 has been shown to regulate leukemia-initiating cells in T cell acute lymphoblastic leukemia (Passaro et al., 2015), the functional role of CXCR4 in AML development has remained elusive (Monaco et al., 2004; Tavor et al., 2004) and has so far not been investigated using genetic deletion of *Cxcr4* in AML cells. Thus, to unravel how CXCR4 regulates the growth and survival of *MLL-AF9* AML cells under syngeneic conditions, we selected CXCR4 for follow-up studies.

We first validated the importance of *Cxcr4* in AML by transducing Cas9^+^dsRed^+^ *MLL-AF9* leukemia cells with two different sgRNA-expressing vectors targeting *Cxcr4* and coexpressing GFP (Figure 2A). Both sgRNAs induced more than 90% gene editing in the *Cxcr4* locus, resulting in loss of CXCR4 expression (Figures 2B and 2C). We next studied how *Cxcr4* disruption affects leukemia cells under physiological conditions by performing a competition assay between GFP^+^ (sgRNA-expressing) and GFP^−^ cells *in vivo*. Consistent with our findings from the screen, GFP^+^ leukemia cells expressing *Cxcr4* sgRNAs transplanted into sublethally irradiated recipient mice showed strong depletion in the bone marrow and spleen compared with GFP^+^ leukemia cells expressing a control sgRNA (Figure 2D; Figure S3A). In contrast, a corresponding competition assay *in vitro* with standard cytokines (interleukin-3 [IL-3], IL-6, and stem cell factor [SCF]) demonstrated that disruption of *Cxcr4* in c-Kit^+^ leukemia cells did not affect cell proliferation (FigureS3B). However, by culturing leukemia cells under low stimulatory conditions without cytokines, mild but significant depletion of *Cxcr4* sgRNA-expressing GFP^+^ leukemia cells was observed, suggesting that CXCR4 provides signaling that supportscellular growth and survival (Figure 2E). Combined, these data reveal a critical role of CXCR4 in AML cell growth and survival *in vivo*.

### CXCR4 Is Not Critical for Homing of Leukemia Cells to the Bone Marrow but Essential for AML Development

In normal hematopoiesis, CXCR4 is critical for homing and retention of hematopoietic stem cells (HSCs) in the bone marrow (Foudi et al., 2006; Sugiyama et al., 2006); however, it is unclear whether CXCR4 is involved in homing of AML cells to the bone marrow. Although Tavor et al. (2004) found that homing of primary human AML cells to the bone marrow of non-obese diabetic (NOD)/severe combined immunodeficiency (SCID)/B2m^null^ mice is CXCR4 dependent, Monaco et al. (2004) reported that CXCR4 is dispensable for repopulation of human AML cells in NOD/SCID mice. To clarify the role of CXCR4 in homing of AML cells in a syngeneic AML model, Cas9^+^ *MLL-AF9* leukemia cells were transduced with the *Cxcr4* or control sgRNA vectors, and 3 days later, cells were transplanted into sublethally irradiated mice. The percentage of GFP^+^ cells in the bone marrow was assessed 24 h after transplantation. No significant differences in the percentages of GFP^+^ cells were observed at this time point within the leukemic graft (Figure 3A; Figure S4A). Consistent with this, when GFP^+^ (sgRNA-expressing) leukemia cells were sorted prior to the homing assay, there was no significant difference in the percentage of GFP^+^ cells in the bone marrow 24 h after transplantation (Figure S4B), suggesting that CXCR4 is not critical for *MLL-AF9* leukemia cell homing to the bone marrow.

To further assess whether CXCR4 is essential for full leukemia development *in vivo*, we sorted GFP^+^ (sgRNA-expressing) leukemia cells and transplanted them into sublethally irradiated mice. Although the majority of the mice in the control group developed leukemia, only two mice transplanted with leukemia cells expressing *Cxcr4* sgRNAs developed leukemia (Figure 3B; Figures S4C and S4D). Interestingly, the leukemia cells in these two mice expressed normal CXCR4 levels in the bone marrow and spleen, suggesting that the cells had escaped silencing (Figure S4E). These findings demonstrate that CXCR4 is not required for homing of AML cells to the bone marrow but essential for leukemia development *in vivo*.

### Loss of CXCR4 Results in Oxidative Stress and Differentiation of Leukemia Cells

To assess how *Cxcr4* deletion in c-Kit^+^ *MLL-AF9* leukemia cells affects the fate of leukemia cells *in vivo*, we next performed RNA sequencing of sorted *Cxcr4* sgRNA-expressing leukemia cells harvested from mice 10 days after transplantation. 

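RNA was sequenced from dsRed+ MLL-AF9 leukemia cells, a mouse AML driven by the MLL-AF9 fusion gene, transduced with a control sgRNA or with 1 of 2 sgRNAs against Cxcr4. GFP+ cells, which coexpress the sgRNA, were sorted from recipient mice, giving 4 libraries for control sgRNA, 4 for Cxcr4 sgRNA_a and 3 for Cxcr4 sgRNA_b. Cxcr4, which encodes the receptor for CXCL12, lies on the minus strand of chromosome 1 from 130484776 to 130488870 in NCBIM37 (mm9). Its FPKM was 119 ± 17.3 (SD, n = 4) in control libraries and 121 ± 33.1 (SD, n = 7) in Cxcr4 sgRNA libraries, a log2 fold change of -0.04 (standard error 0.23, adjusted p = 0.927 from limma). Single control libraries had 123, 105, 142 and 106 FPKM. Those of sgRNA_a had 52.2, 148, 137 and 121 FPKM, and those of sgRNA_b had 110, 133 and 145 FPKM. Cas9 leaves small insertions and deletions in the DNA, which need not change the amount of a transcript, so these values do not check which libraries carry a disrupted gene.

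Table S3 lists 5 sgRNAs against Cxcr4, and each of the 4 described here matches 1 site in NCBIM37 that is followed by an NGG motif. Cxcr4_a (GCAACAGTGGAAGAAGGCGA) lies on the plus strand from 130485591 to 130485610, within the sequence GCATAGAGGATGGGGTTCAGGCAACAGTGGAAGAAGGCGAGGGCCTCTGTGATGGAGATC. Cxcr4_c (CATCCTCTATGCCTTCCTCG) lies on the minus strand from 130485563 to 130485582. Cxcr4_d (TGGTGGCGTGGACAATAGCG) lies on the plus strand from 130486067 to 130486086. These 3 sites are in the coding part of exon 2. Cxcr4_e (GGACTTACACTCACACTGAT), from 130488758 to 130488777, crosses the inner end of exon 1. The PCR primers listed for sgRNA_a enclose 2 guide sites, that of Cxcr4_d and that of the guide not described here. Those listed for sgRNA_b enclose the sites of Cxcr4_a and Cxcr4_c, and Cxcr4_e lies outside both products. Which guide each sgRNA is was not settled further.

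**Figure D1:**
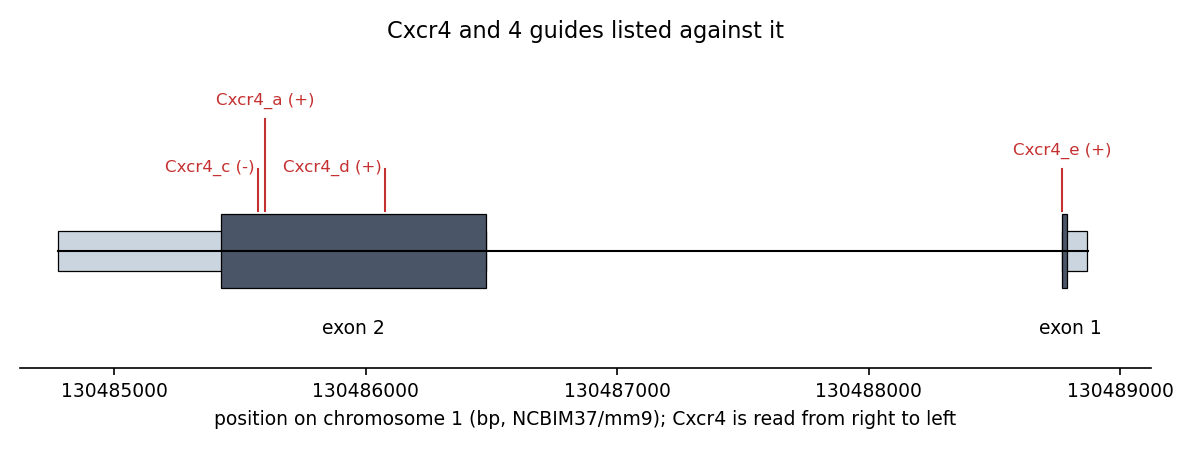
Map of Cxcr4 on chromosome 1 (x axis, position in bp, NCBIM37/mm9), with exons in grey, their coding parts in dark grey and 4 guides of Table S3 in red with their strands.

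The authors extracted RNA with the RNeasy kit, made libraries with the TruSeq RNA kit v2 and sequenced them with a NextSeq 500/550 kit of 150 cycles. The methods name TopHat 2.0.13 and mm9, whereas the submitters' processing notes name STAR 2.5.0a, mm10 and GRCm38. The sources used here do not settle which pair made the deposited values. The authors deposited log2 FPKM per library for 9477 genes, together with their own p-value and fold change per gene. The filter that left these genes is not given in the sources used here. For 9392 genes (99.1%), the log2 values are those of a whole number of reads plus 0.5 in every library, scaled to 1 length and 1 size per library. The sizes so recovered were 910100 to 1282100 reads in control libraries (median 1084050), 861600 to 1395500 for sgRNA_a (median 1122100) and 959000 to 1368800 for sgRNA_b (median 1168000). The median gene had 40 to 66 reads per library, so counting error limits the precision of low genes. The lengths implied by the same step had a Spearman correlation of -0.016 across genes with annotated transcript lengths. FPKM values are therefore compared between libraries for each gene and not between genes.

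From the deposited values, log2(FPKM + 1) was computed for the 9463 genes with at least 1 FPKM in at least 3 libraries. The added 1 lessens the fold change of low genes. Cxcr4 sgRNA and control libraries were compared with limma, with Benjamini-Hochberg adjustment over these genes. Gene lists were tested by preranked enrichment, on genes ranked by the sign of the fold change and the logarithm of the p-value, as in the methods. The lists, the filter, the tests and the rule for naming genes were chosen before the data were examined. The lists stand in for the MSigDB sets, which were not used here, so their normalized enrichment scores (NES) are not those of the paper's sets.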

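Rises and falls were ranked only among genes at an adjusted p below 0.05 with a mean of 5 FPKM or more in either group. These genes also had all 7 Cxcr4 sgRNA libraries on the same side of all 4 controls. Among the 10 largest rises so ranked in Cxcr4 sgRNA leukemia cells were genes of neutrophil granules, myeloid receptors and adhesion. C5ar1, the receptor for complement C5a, rose from 3.42 ± 1.85 FPKM (SD, n = 4) to 25.7 ± 5.78 FPKM (SD, n = 7), a log2 fold change of 2.66 (standard error 0.24, adjusted p = 6.18e-05 from limma). Lcn2 (lipocalin 2) and Camp (cathelicidin), proteins of neutrophil granules, rose by 2.47 (standard error 0.37, adjusted p = 0.000917) and 2.10 (standard error 0.21, adjusted p = 0.000155). The adhesion molecule Vcam1 rose by 2.32, the transcription factor Bhlhe40 by 2.16 and the matrix protein thrombospondin 1 (Thbs1) by 2.16. The stefin A genes Stfa2l1, 2010005H15Rik and Gm5483, which lie together on chromosome 16, rose by 2.32, 2.36 and 2.10, but as near-identical copies they may share reads. Raver1-fdx1l (2.52) names a transcript that runs through 2 neighboring genes and may share reads with both.

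Among the 10 largest falls, ranked in the same way, were Ccnd1 (cyclin D1), which drives entry into S phase, and Bcl2, which blocks apoptosis. Ccnd1 fell from 1224 ± 130.4 FPKM (SD, n = 4) to 406 ± 163 FPKM (SD, n = 7), a log2 fold change of -1.72 (standard error 0.31, adjusted p = 0.00260). Bcl2 changed by -1.53 (standard error 0.28, adjusted p = 0.00306). The actin-severing protein scinderin (Scin, -1.94), the interferon-induced genes Pyhin1 (-1.82) and Gbp3 (-1.52), Trim23 (-1.57), Myef2 (-1.57) and the noncoding transcript AI504432 (-1.96) fell as well. The drug transporter Abcb1b changed by -2.06 (adjusted p = 0.0370), and this call was lost under 11 of 26 alternatives (adjusted p from 0.00887 to 0.166), among them without control replicate 1, 2, 3 or 4 (adjusted p = 0.0911, 0.0893, 0.0880 and 0.0605). Without control replicate 1 or 2 Pyhin1 also lost its call (adjusted p = 0.0565 and 0.0510; 0.00360 to 0.0682 over all alternatives).

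In all, 705 of 9463 genes changed at an adjusted p below 0.01, of which 316 rose and 389 fell. The count at 0.01 was 341 with the replicate number as a block and 1253 with library quality weights. At an adjusted p below 0.05, 1846 genes changed, 777 up and 1069 down. All 7 Cxcr4 sgRNA libraries lay above all 4 controls for 509 genes and below them for 855, together 14.4% of genes, where chance gives 0.606%. Leaving out 1 control library lowered the count at 0.01 to 292, 279, 246 and 397 for control replicates 1 to 4, and that at 0.05 to 1187, 1182 and 1083 for control replicates 1 to 3. With the trend of each library with transcript length removed, an alternative chosen after seeing the data, the counts were 399 and 1188, and the majority turned: 60.65% and 56.65% of them rose, against 44.82% and 42.09% without the removal. With quantile normalization 56.33% rose at 0.01 and 51.2% at 0.05.

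**Figure D2:**
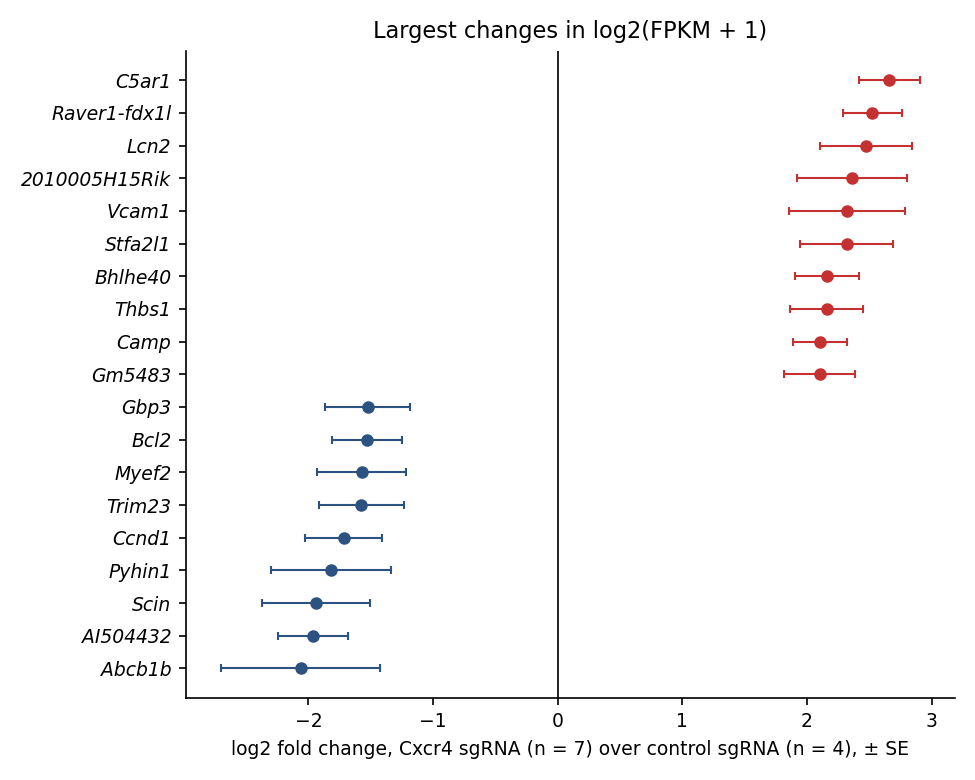
Log2 fold change of FPKM + 1 (x axis) with its standard error for the 10 largest rises (red) and 9 of the 10 largest falls (blue), Cxcr4 sgRNA (n = 7) over control sgRNA (n = 4). Genes ranked had an adjusted p below 0.05, a mean of 5 FPKM or more in either group and all 7 libraries on the same side of all 4 controls. The rises lie between 2.10 and 2.66, the falls between -1.52 and -2.06.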

*Cxcr4* disruption resulted in a distinct gene expression signature (Figure 4A). By gene set enrichment analysis (GSEA), we found that the signature was enriched for gene sets related to reactive oxygen species (ROS) pathways and oxidative phosphorylation (Figure 4B). 

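Genes of the respiratory chain and ATP synthase encoded in the nucleus had higher values in Cxcr4 sgRNA than in control libraries. As given below, length bias and a change in the cells could not be told apart for these genes. Of 79 measured, 27 rose, 1 fell and 51 did not pass the test (33 rose and 1 fell when adjusted over the list alone). The ATP synthase subunits Atp5e, Atp5g3 and Atp5j rose by 1.15 (standard error 0.12, adjusted p = 0.000188 from limma), 0.80 and 0.72 on the log2 scale, and the cytochrome c oxidase subunit Cox6a1 by 0.89. Among 100 splits of the libraries, which here and below include the real one, 16 gave an NES as large in either direction as this list's (highest other 3.13). The list's NES was 2.66 (adjusted p = 2.26e-13), with an adjusted p = 0.251 with an estimated correlation. Its mean over genes lay above all 4 controls in 7 of 7 Cxcr4 sgRNA libraries, 0.31 higher on the log2 scale (two-sided exact permutation test over 330 splits, p = 0.00303, the smallest these libraries allow; adjusted p = 0.0182 over 30 lists). This test, chosen after seeing the data, compares libraries and not the list with other genes. It was not repeated with the trend with transcript length removed. That trend also separated the groups, at -0.12 to -0.20 per doubling of length in Cxcr4 sgRNA and -0.01 to 0.03 in control libraries. A length bias could therefore give the same result of this test. Cxcr4 sgRNA_b replicate 3 had the lowest mean of the 7, 0.10, against 0.27 to 0.44 in the others. Enzymes of the tricarboxylic acid cycle did not rise as a list (NES -1.12, adjusted p = 0.398): of 21 measured, 2 rose and 4 fell (2 and 6 adjusted over the list alone), with Suclg2 at -0.80 and citrate synthase (Cs) at -0.43. The mean of this list was changed by -0.11 on the log2 scale and lay above the controls in 0 of 7 libraries (two-sided exact permutation test, p = 0.0182, adjusted p = 0.0420).

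Of 47 measured ROS pathway genes, 10 rose and 1 fell, also when adjusted over the list alone (NES 1.75, adjusted p = 0.00627; adjusted p = 0.392 with an estimated correlation). Their mean was 0.21 higher, again above all controls in 7 of 7 libraries (exact permutation p = 0.00303, adjusted p = 0.0182). Those with the smallest p were Cdkn2d, an inhibitor of cyclin-dependent kinases (1.03), the transcription factors Junb (1.03) and Hhex (0.87), and the methionine sulfoxide reductase Msra (0.75). Antioxidant enzymes, of which 7 of 37 rose and 1 fell (7 and 1 adjusted over the list alone), had an NES of 1.68 (adjusted p = 0.0111; adjusted p = 0.426 with an estimated correlation). Peroxiredoxin 5 (Prdx5) rose by 0.64, Msrb1 by 0.82 and ferritin heavy chain (Fth1) by 0.66, the last a call lost with the trend with transcript length removed (adjusted p = 0.0759; 0.00153 to 0.0759 over all alternatives). Of the 7 subunits of the phagocyte NADPH oxidase, which makes superoxide, 3 rose and none fell (5 rose adjusted over the list alone). Cyba, its membrane subunit p22phox, rose by 1.24 (standard error 0.11, adjusted p = 5.14e-05), Ncf4 by 0.70 and Rac2 by 0.66, while Ncf1 was at 0.43 (adjusted p = 0.0621; 0.0173 to 0.156 over all alternatives) and passed under 8 of these. The oxidase had an NES of 1.90 (adjusted p = 0.00395; adjusted p = 0.426 with an estimated correlation). Against control, the antioxidant and oxidase lists passed with sgRNA_b (NES 2.12 and 1.90, adjusted p = 8.67e-05 and 0.00103; adjusted p = 0.243 and 0.148 with an estimated correlation) and not with sgRNA_a (NES 1.27 and 1.58, adjusted p = 0.154 and 0.101). For sgRNA_b against sgRNA_a, the NES was 1.97 and 1.92 (adjusted p = 6.63e-04 and 2.36e-04; adjusted p = 0.299 and 0.263 with an estimated correlation). Neither list's mean passed the exact permutation test between the sgRNAs (p = 0.0286, the smallest possible, and adjusted p = 0.0952 for each). The means of the antioxidant and oxidase lists were 0.19 and 0.46 higher in Cxcr4 sgRNA than in control libraries, above all controls in 7 of 7 (exact permutation p = 0.0182 and 0.00909, adjusted p = 0.0420 and 0.0390).

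Across genes, fold changes rose with GC content (Spearman correlation 0.36). The log2 slope per 10% GC was 0.16 to 0.19 in sgRNA_a, 0.25 to 0.33 in sgRNA_b and -0.02 to 0.02 in control libraries. Fold changes also fell with transcript length (Spearman correlation -0.37), and transcripts of the respiratory chain list are short, with a median of 971 bp. With that trend removed, 17 respiratory chain genes rose in place of 27, and the median of the list fell from 0.28 to 0.06, at percentile 79.69 of lists matched on length and read level (NES 1.85, adjusted p = 4.45e-04; adjusted p = 0.678 with an estimated correlation). The NES of ROS pathway genes fell to 1.48 (adjusted p = 0.0748; 3.95e-05 to 0.0748 over all alternatives), with 7 genes up and 2 down, although their median was 0.13 before and 0.15 after, at percentile 99.4 of matched lists. The NES of antioxidant enzymes fell to 1.11 (adjusted p = 0.443; 0.00170 to 0.443), with a median of 0.16 before and 0.10 after, and 3 rose and 2 fell in place of 7 and 1. An NES as large as without the removal was reached in 17, 32 and 4 of 100 splits for the ROS pathway, antioxidant and oxidase lists (highest other 2.10, 2.28 and 2.00).

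**Figure D3:**
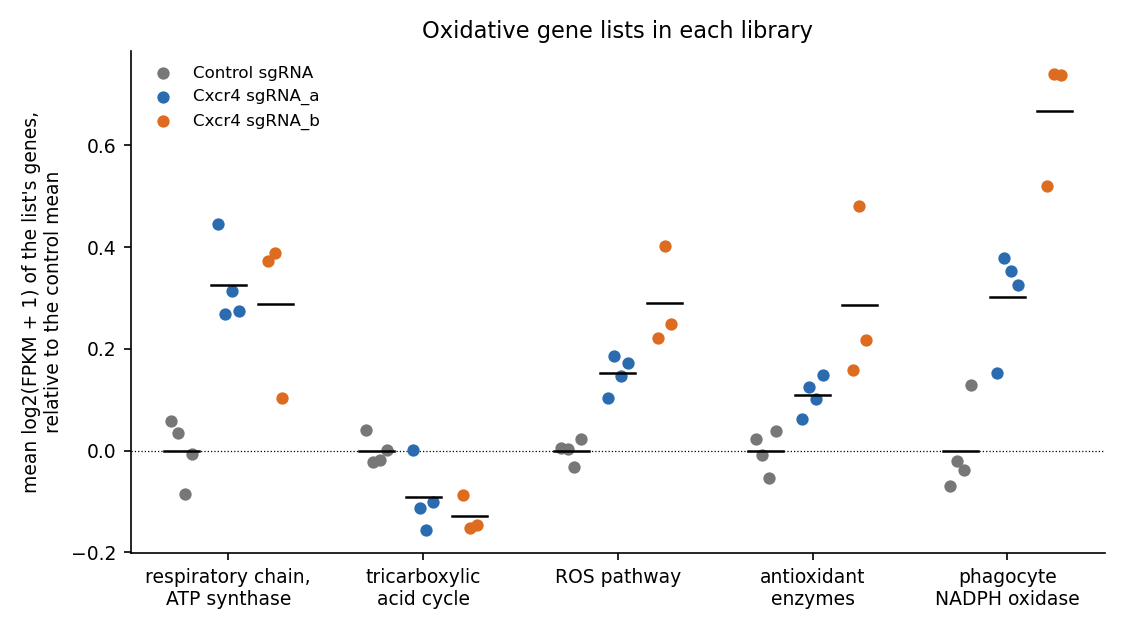
Each point is the mean log2(FPKM + 1) of a list's genes in 1 library, relative to the mean of the controls (y axis), for 5 lists (x axis), with control sgRNA in grey, Cxcr4 sgRNA_a in blue, Cxcr4 sgRNA_b in orange and lines at group means. All 7 Cxcr4 sgRNA libraries lie above the 4 controls for the respiratory chain, ROS pathway, antioxidant and NADPH oxidase lists.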

In normal HSCs, disruption of *Cxcr4* in mice has been shown to result in oxidative stress, leading to activation of p38 mitogen-activated protein kinase (MAPK) and loss of HSCs (Ito et al., 2006; Zhang et al., 2016). 

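Genes of neutrophil maturation were higher in Cxcr4 sgRNA leukemia cells, whereas the kinases of the p38 MAPK cascade did not move together. Of 21 measured genes of secondary and tertiary granule proteins, which are made as neutrophils mature, 15 rose and none fell (17 and 1 adjusted over the list alone). The antimicrobial protein Ngp rose from 354 ± 141 FPKM (SD, n = 4) to 1516 ± 561 FPKM (SD, n = 7), a log2 fold change of 2.09 (standard error 0.27, adjusted p = 0.000491 from limma). Ficolin B (Fcnb) rose by 1.26 and annexin A1 (Anxa1) by 1.11. The list had an NES of 2.48 (adjusted p = 1.06e-07; adjusted p = 0.251 with an estimated correlation). Of 34 measured genes of mature neutrophils, 15 rose and 1 fell (18 and 2 adjusted over the list alone; NES 2.31, adjusted p = 3.62e-06; adjusted p = 0.358 with an estimated correlation). S100a8, a calgranulin subunit, rose by 1.83 (standard error 0.22, adjusted p = 0.000342), Stfa1 by 1.86, the receptor Trem1 by 1.52 and Mxd1, a MAX partner expressed on differentiation, by 1.35. For both lists, the mean lay above all controls in 7 of 7 Cxcr4 sgRNA libraries, 1.15 and 0.77 higher on the log2 scale (two-sided exact permutation test, p = 0.00303 each, adjusted p = 0.0182). An NES as large was reached in 6 and 11 of 100 splits of the libraries (highest other 2.59 and 2.69). After removal of the length trend, 14 and 15 genes of these lists rose, and none and 3 fell.

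The primary granule proteins of promyelocytes did not move as a list (NES 0.79, adjusted p = 0.770): of 11 measured, 2 rose and 1 fell (3 and 3 adjusted over the list alone), with neutrophil elastase (Elane) at 0.63, Prss57 at 0.60 and cathepsin C (Ctsc) at -0.87. The call of Elane was lost without control replicate 1 (adjusted p = 0.0617; 0.00218 to 0.110 over all alternatives), that of Prss57 without control replicate 2 or 4 (adjusted p = 0.0564 and 0.0533; 0.00404 to 0.0693). Of 29 genes of monocytes and macrophages, 5 rose and 8 fell (9 and 10 adjusted over the list alone; NES -1.17, adjusted p = 0.326; median log2 fold change -0.31, mean 0.04). With each sgRNA alone against control, this list passed in opposite directions, with an NES of -1.67 for sgRNA_a (adjusted p = 0.0196; adjusted p = 0.763 with an estimated correlation) and 1.69 for sgRNA_b (adjusted p = 0.0167; adjusted p = 0.705 with an estimated correlation). For sgRNA_b against sgRNA_a it was 2.32 (adjusted p = 1.17e-06; adjusted p = 0.263 with an estimated correlation). The list's mean did not pass the exact permutation test between the sgRNAs (p = 0.0857, adjusted p = 0.214). Library means of the monocyte and macrophage list, relative to controls, were -0.82, 0.05, -0.31 and -0.01 in sgRNA_a replicates 1 to 4. In sgRNA_b replicates 1 to 3 they were 0.01, 0.64 and 0.73, against -0.21 to 0.09 in controls. F13a1 (-1.48), Ms4a6c (-1.03) and Ms4a6b (-0.81) fell and the LPS coreceptor Cd14 rose by 1.19. Of the 5 measured markers of resident macrophages, Vcam1 and the iron exporter Slc40a1 (1.60) rose and none fell (3 rose adjusted over the list alone; NES 1.57, adjusted p = 0.0509; adjusted p = 0.426 with an estimated correlation). This list passed the test under 10 of 26 alternatives (adjusted p from 0.000876 to 0.167), among them without control replicate 3 (adjusted p = 0.0193) and without each of sgRNA_a replicates 1 to 4 (adjusted p = 0.0428, 0.0280, 0.0364 and 0.0268). Its mean was 0.97 higher, above all controls in 7 of 7 libraries (exact permutation p = 0.0152, adjusted p = 0.0420). Kit, the marker of the leukemia stem cell fraction, had a log2 fold change of -0.29 (adjusted p = 0.216). Of the Gr-1 genes, Ly6g is not among the deposited genes, so whether its transcript changed could not be tested. Ly6c1 and Ly6c2 had 0.33 (adjusted p = 0.162) and -0.17 (adjusted p = 0.146). With the length trend removed, Ly6c2 fell by 0.45 (adjusted p = 0.00225; 0.00225 to 0.336 over all alternatives). Of 31 leukemia stem cell and HOX genes, 3 rose and 6 fell (3 and 6 adjusted over the list alone; NES -0.95, adjusted p = 0.597), with Hoxa9 at 0.68 (adjusted p = 0.00181), Hoxa5 at 0.83 and the progenitor marker Cd34 at -0.95. Removal of the length trend turned the balance of this list, to 4 up and 3 down, and left 1 up and 1 down among primary granule proteins.

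Of 23 measured kinases of the p38 MAPK cascade, 2 rose and 3 fell (2 and 5 adjusted over the list alone; NES -0.99, adjusted p = 0.589). Mapk14, which encodes p38α, had a log2 fold change of -0.01 (standard error 0.09, adjusted p = 0.936), while Mapk13, which encodes p38δ, rose by 1.96 and the upstream kinases Taok1 (-0.45) and Zak (-0.74) fell. Of 15 positive regulators of the cascade, 4 rose and none fell (5 rose adjusted over the list alone; NES 1.91, adjusted p = 0.00961; adjusted p = 0.251 with an estimated correlation), and their mean was 0.38 higher, above all controls in 6 of 7 libraries (exact permutation p = 0.00606, adjusted p = 0.0303). The preranked call of this list was lost with the trend with GC content removed (adjusted p = 0.0734). Its median did not shrink, at 0.14 before and 0.23 after, at percentile 99 of lists matched on GC content and read level. Without that removal, 2 of 100 splits, the real one included, gave an NES as large (highest other 2.06). After removal of the length trend, 3 of the regulators rose, and 1 of the kinases rose and 1 fell. The 4 genes were the stress-induced genes Gadd45a (1.50, adjusted p = 0.000737), Gadd45b (0.72) and Gadd45g (1.14), whose products activate the kinase MEKK4, and Map2k3 (0.34, adjusted p = 0.0438). The call of Map2k3 was lost under 14 of 26 alternatives (adjusted p from 0.0281 to 0.149), among them without control replicate 1, 2 or 4 (adjusted p = 0.115, 0.111 and 0.112), sgRNA_a replicate 1, 2 or 4 (0.0633, 0.0524 and 0.0576) and sgRNA_b replicate 1 or 3 (0.0681 and 0.0584). That of Gadd45g was lost under 5 (adjusted p from 0.00990 to 0.0976), among them without control replicate 4 (adjusted p = 0.0767), that of Zak without control replicate 1 or 3 (adjusted p = 0.0542 and 0.0634; 0.00354 to 0.0634 over all alternatives), and that of Taok1 with the length trend removed (adjusted p = 0.348; 0.00439 to 0.348).

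**Figure D4:**
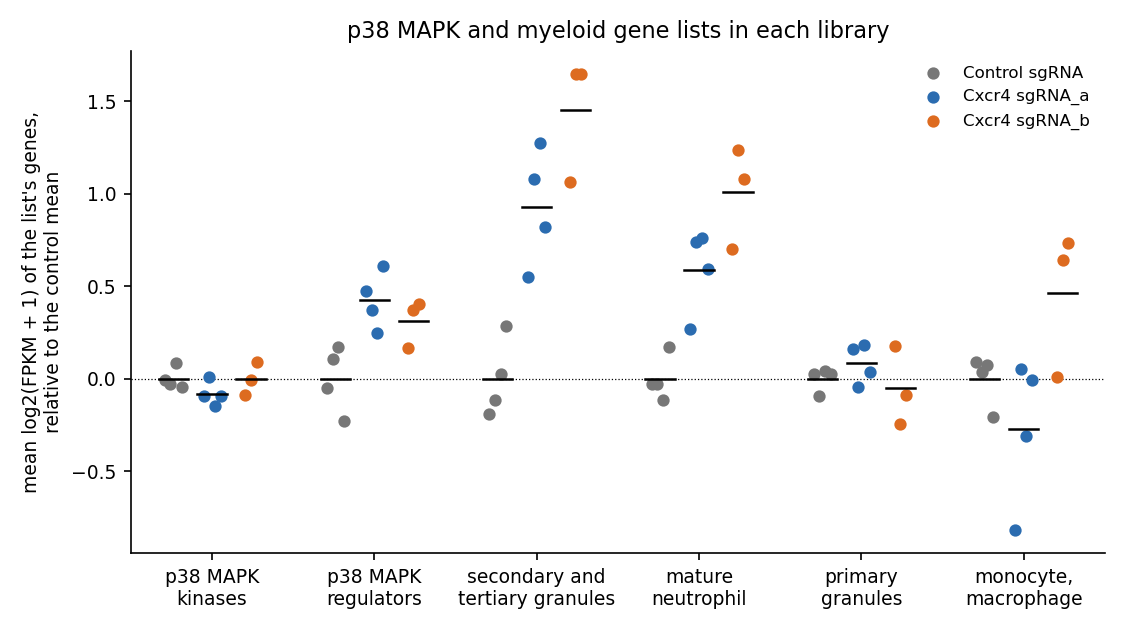
Each point is the mean log2(FPKM + 1) of a list's genes in 1 library, relative to the mean of the controls (y axis), for 6 lists (x axis), with control sgRNA in grey, Cxcr4 sgRNA_a in blue, Cxcr4 sgRNA_b in orange and lines at group means. For the secondary and tertiary granule and mature neutrophil lists all 7 Cxcr4 sgRNA libraries lie above the 4 controls, while the libraries of the p38 MAPK kinases overlap.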

In line with this, gene sets for p38 MAPK signaling and myeloid differentiation were enriched in the *Cxcr4*-disruption signature in leukemia cells (Figure 4B). In addition, GSEA also revealed enrichment of genes associated with nuclear factor κB (NF-κB) signaling (Figure S5A). 

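NF-κB target genes were higher in Cxcr4 sgRNA cells. Of 145 measured, 45 rose, 4 fell and 96 did not pass the test (53 rose and 5 fell when adjusted over the list alone). Mxd1 rose from 8.80 ± 1.05 FPKM (SD, n = 4) to 24.2 ± 4.35 FPKM (SD, n = 7; adjusted p = 0.000234 from limma). Bhlhe40, Gadd45a and the translation initiation factor Eif1 (0.66, adjusted p = 0.00129) were also among the 4 genes with the smallest p. Of the targets that fell, Ccnd1 changed most. The list had an NES of 2.46 (adjusted p = 1.25e-13; adjusted p = 0.251 with an estimated correlation). Its mean was 0.40 higher on the log2 scale, and above every control in 7 of 7 Cxcr4 sgRNA libraries (two-sided exact permutation test over 330 splits, p = 0.00303, adjusted p = 0.0182). An NES as large was reached in 8 of 100 splits (highest other 3.05). Removal of the length trend left 36 targets that rose and 1 that fell.

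**Figure D5:**
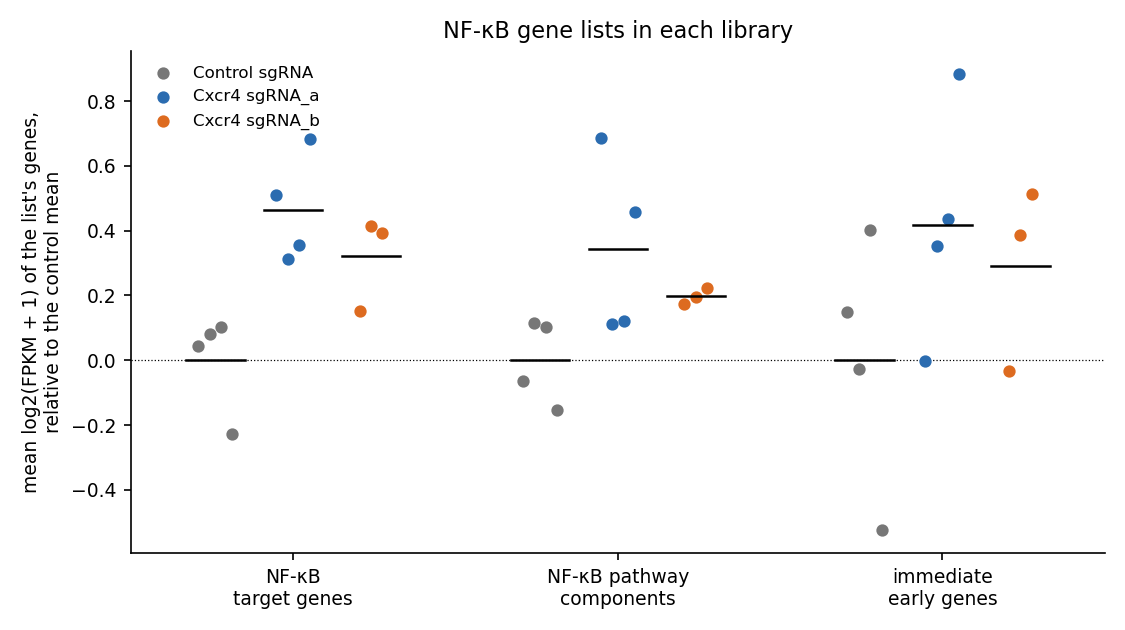
Each point is the mean log2(FPKM + 1) of a list's genes in 1 library, relative to the mean of the controls (y axis), for NF-κB target genes, NF-κB pathway components and immediate early genes (x axis), with control sgRNA in grey, Cxcr4 sgRNA_a in blue, Cxcr4 sgRNA_b in orange and lines at group means. The target genes lie above the 4 controls in all 7 Cxcr4 sgRNA libraries, the immediate early genes in 3 of them.

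From the gene sets enriched in this signature, the paper sets the ROS and p38 MAPK sets beside earlier work in which loss of Cxcr4 in normal HSCs brought oxidative stress, p38 MAPK activation and loss of the cells. It then measures ROS, phosphorylated p38 MAPK and NF-κB, and myeloid differentiation in the same leukemia model, and from the transcriptome and these measurements proposes that loss of CXCR4 leads to oxidative stress, differentiation and activation of both pathways.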

Consistent with the transcriptome analysis, in the *Cxcr4*-disrupted leukemia cells, we observed a significant increase in ROS in both the LSCs (c-Kit^+^) and the bulk leukemia cells *in vivo* (Figure 5A; Figure S5B–S5D). In addition, there was enhanced phosphorylation of p38 MAPK and NF-κB and upregulation of the myeloid differentiation marker Gr-1 (Figures 5B–5D; Figures S5E and S5F). Morphological assessments of these cells identified changes associated with granulocytic differentiation (Figure 5E). Taken together, these findings suggest that loss of CXCR4 in leukemia cells leads to increased oxidative stress, differentiation, and activation of p38 and NF-κB signaling.

### CXCL12 Expression in the Microenvironment Is Dispensable for AML Development

CXCL12 is the main ligand for CXCR4 and a homeostatic chemokine widely expressed by several cell types in the bone marrow, existing as a membrane-bound protein and in soluble form (Nagasawa, 2014). In culture, binding of CXCL12 to CXCR4 has been shown to promote leukemia cell proliferation and trans-well migration (Liesveld et al., 2007; Möhle et al., 1998; Tavor et al., 2004). Consistent with these studies, high CXCL12 levels stimulated survival of *MLL-AF9* AML cells in culture (Figure S6A). Under physiological conditions, CXCL12 expression in the bone marrow microenvironment is necessary for keeping HSCs in a quiescent state (Tzeng et al., 2011). In particular, CXCL12 expression in endothelial cells and mesenchymal progenitor cells is needed for retention of normal HSPCs in the bone marrow (Ding and Morrison, 2013; Greenbaum et al., 2013). However, it is unknown whether CXCL12 is also critical for regulating AML cells. To assess whether CXCL12 expression by endothelial cells (ECs) or mesenchymal progenitor cells (MPCs) regulates AML cells, we transplanted c-Kit^+^ *MLL-AF9* cells into *Cxcl12*^f/f^-*Tek*-Cre^+^ (*Cxcl12*^−/−^ ECs) and *Cxcl12*^f/f^-*Prx1*-Cre^+^ (*Cxcl12*^−/−^ MPCs) recipient mice with *Cxcl12* knocked out in ECs and MPCs, respectively (Figure 6A). In the peripheral blood, 16 days after transplantation, we found a mild increase in leukemia cells in *Cxcl12*^−/−^ EC mice and *Cxcl12*^−/−^ MPC mice compared with *Cxcl12*^+/+^ recipient mice (Figure 6B), but no difference in survival between the groups was observed (Figure 6C). Thus, loss of *Cxcl12* expression in ECs and MPCs is dispensable for leukemia development. Upon sacrifice, all mice had fully developed leukemia in the bone marrow and spleen (Figures S6B and S6C). To further assess whether CXCL12, provided by the microenvironment, affects the growth and survival of leukemia cells, we transplanted c-Kit^+^ *MLL-AF9* leukemia cells into *Cxcl12*^f/f^-*Ubc*-Cre^+^ (referred to as *Cxcl12*^−/−^) mice (Figure 6D; Figure S6D), which are devoid of CXCL12 expression in all tissues. Relative to *Cxcl12*^+/+^ control mice, we observed an increase in leukemia cell levels in *Cxcl12*^−/−^ recipient mice in peripheral blood and bone marrow (Figures 6E and 6F). No significant difference in cell cycle status and CXCR4 expression was observed for the leukemia cells between *Cxcl12*^−/−^ and *Cxcl12*^+/+^ recipient mice (Figures S6E and S6F). These data suggest that, in contrast to what has been reported for normal HSPCs, the CXCR4-CXCL12 interaction has a mild negative effect on *MLL-AF9* AML development in mice.

### CXCR4 Signaling Independent of CXCL12 Is Essential for AML Development

To further characterize how CXCR4 signaling promotes leukemia development, we generated two retroviral vectors expressing murine *Cxcr4* mutant cDNAs: *Cxcr4*^*D99G*^ and *Cxcr4*^*L251P*^. CXCR4^D99G^ (corresponding to human CXCR4^D97G^) has an amino acid substitution in the extracellular domain of the receptor and lacks the ability to bind to CXCL12 (Choi et al., 2005; Wescott et al., 2016), and CXCR4^L251P^ (corresponding to human CXCR4^L244P^) has an amino acid substitution in a transmembrane signaling domain, resulting in a signaling-dead receptor (Wescott et al., 2016; Figure S7A). We also generated a retroviral vector expressing a wild-type *Cxcr4* cDNA used as a reference (*Cxcr4*^*WT*^). In all CXCR4 cDNAs, we inserted silent mutations to make them resistant to *Cxcr4* sgRNAs. We sequentially transduced *MLL-AF9* leukemia cells with *Cxcr4* sgRNA_b coexpressing tRFP657 and *Cxcr4* cDNAs coexpressing GFP, which resulted in restored CXCR4 expression on the cell surface (Figures 7A and 7B; Figure S7B). As anticipated, leukemia cells expressing *Cxcr4*^*D99G*^ or *Cxcr4*^*L251P*^ did not respond to CXCL12 stimulation in culture, whereas *Cxcr4*^*WT*^-expressing cells responded (Figure S7C). We also confirmed that *Cxcr4*^*L251P*^ is signaling dead by measuring phosphorylation of extracellular-signal-regulated kinase (ERK) following CXCL12 stimulation of leukemia cells (Figure S7D). Next we assessed whether the mutated *Cxcr4* cDNA could rescue depletion of leukemia cells *in vivo* caused by CRISPR-mediated disruption of endogenous *Cxcr4*. Expression of *Cxcr4*^*WT*^ or *Cxcr4*^*D99G*^ rescued depletion of leukemia cells in the bone marrow and spleen (Figures 7C and 7D). Given that CXCR4^D99G^ lacks the ability to bind to CXCL12, the results confirm that CXCL12 is dispensable for the growth and survival of *MLL-AF9* leukemia cells. Importantly, these findings also show that depletion of leukemia cells following *Cxcr4* disruption is on target and not caused by off-target effects of the *Cxcr4* sgRNA. Interestingly, expression of the signaling-dead variant of CXCR4, CXCR4^L251P^, failed to rescue depletion of leukemia cells in the bone marrow and spleen, demonstrating that CXCR4 signaling is essential for leukemia cells (Figures 7C and 7D). Moreover, increased Gr-1 expression following disruption of *Cxcr4* in leukemia cells *in vivo* was abolished by expression of *Cxcr4*^*WT*^ or *Cxcr4*^*D99G*^ but not by the signaling-dead variant, *Cxcr4*^*L251P*^ (Figure 7E). Thus, CXCR4 signaling is essential for AML cells *in vivo* independent of CXCL12 stimulation. In addition, consistent with the increased phosphorylation of NF-κB upon *Cxcr4* disruption (Figure 5C), overexpression of *Cxcr4*^*WT*^ in *Cxcr4*-disrupted leukemia cells resulted in reduced phosphorylation of NF-κB (Figure S7E).

Apart from binding to CXCL12, CXCR4 has been described as one of the receptors for extracellular UBIQUITIN and macrophage migration inhibitory factor (MIF) (Bernhagen et al., 2007; Saini et al., 2010). Because we found that CXCL12 is dispensable for AML development, we next assessed whether UBIQUITIN or MIF promotes growth and survival of *MLL-AF9* leukemia cells by binding to CXCR4. Although UBIQUITIN did not stimulate growth or survival of *MLL-AF9* leukemia cells *in vitro*, there was a slight but dose-dependent increase in leukemia cell numbers when supplementing the culture medium with MIF (Figures 7F and 7G). To address whether MIF promotes leukemia cells in a CXCR4-dependent manner, we evaluated whether leukemia cells with *Cxcr4* disruption responded to MIF. Compared with leukemia cells expressing normal *Cxcr4* levels, *Cxcr4* deletion did not affect MIF-induced growth or survival of leukemia cells (Figure 7H).

Taken together, our data suggest that CXCR4 signaling is essential for growth and survival of *MLL-AF9* leukemia cells independent of CXCL12, MIF, and UBIQUITIN stimulation.

## DISCUSSION

CRISPR screening is a powerful method to identify cancer cell dependencies (Behan et al., 2019; Chan et al., 2019) but is often limited by culture conditions that poorly reflect the *in vivo* tumor microenvironment. We generated a CRISPR library targeting 96 cell surface genes upregulated in LSCs and used it to identify positive and negative regulators of AML cell growth and survival in the bone marrow microenvironment.

*Cxcr4* was identified as the top positive regulator of *MLL-AF9* leukemia cells, with all five *Cxcr4* sgRNAs being depleted *in vivo*. The finding that *Cxcr4* disruption selectively affects growth and survival of leukemia cells *in vivo* demonstrates the limitation of *in vitro* assays to address physiologically relevant dependencies of leukemia cells. It also highlights the importance of performing CRISPR screens in systems where essential interactions between tumor cells and the microenvironment can be detected. CXCR4 has been shown to play a key role in normal HSCs in the bone marrow niche (Nie et al., 2008; Sugiyama et al., 2006; Zou et al., 1998) and has been explored as a therapeutic target in leukemia (Abraham et al., 2017; Liu et al., 2017; Tavor et al., 2008). However, the functional *in vivo* role of CXCR4 in AML has remained elusive; in particular, its role in homing of leukemia cells to the bone marrow, cell signaling, and interactions with CXCL12 is unclear (Monaco et al., 2004; Tavor et al., 2004). Here we used CRISPR-mediated disruption of *Cxcr4* in leukemia cells along with expression of mutated CXCR4 variants and show that, although CXCR4 is dispensable for homing of leukemia cells to the bone marrow, CXCR4 signaling is essential for leukemia development, suggesting that CXCR4 is among the core regulators required for LSC maintenance. In contrast, *Cxcr4*^−/−^ normal HSCs are capable of sustaining long-term hematopoiesis (Nie et al., 2008). Although CXCR4 expression was essential for serial propagation of *MLL-AF9* leukemia cells in mice, it is unclear whether CXCR4 is critical for initiation of *MLL-AF9* leukemia in a primary recipient mouse.

The dramatic loss of AML cells *in vivo* following *Cxcr4* deletion was associated with oxidative stress and granulocytic differentiation, as shown by the morphology, immunophenotype, and activation of the p38 MAPK and NF-κB pathways. Although enhanced NF-κB signaling is associated with myeloid differentiation in normal hematopoiesis and in *MLL-AF9* LSCs (Bottero et al., 2006; Eriksson et al., 2017), the NF-κB subunit, v-rel avian reticuloendotheliosis viral oncogene homolog A (RELA) has also been found to sustain an *MLL*-dependent LSC program (Kuo et al., 2013) and accelerate leukemia development (Xiu et al., 2018). Our data suggest that loss of CXCR4 expression leads to development of leukemia cells that have elevated NF-κB signaling, probably reflecting a more differentiated state of the cells rather than NF-κB signaling driving the differentiation effect itself. An increase in ROS levels has been associated previously with differentiation of normal HSCs (Itkin et al., 2016), and the reduction of HSCs in *Cxcr4*^−/−^ mice is coupled to oxidative stress, DNA damage, and activation of p38 MAPK (Zhang et al., 2016). The reason why LSCs are more sensitive to oxidative stress than normal HSPCs has been linked previously to a lower reserve spare capacity in their respiratory chain complexes (Testa et al., 2016). In line with these findings, an increase in ROS has been shown to be detrimental to *MLL-AF9* AML cells (Roychoudhury et al., 2015). Although we found that *Cxcr4* disruption results in increased ROS and differentiation of leukemia cells, it is currently unclear whether it is elevated ROS levels that cause differentiation of the cells.

Given that the CXCR4-CXCL12 interaction is important for retention and regulation of normal HSPCs in the bone marrow (Ding and Morrison, 2013; Greenbaum et al., 2013), we also studied the role of CXCL12 in AML development. Notably, we found that *MLL-AF9* leukemia was accelerated in lineage-restricted and global *Cxcl12*^−/−^ mice, suggesting that CXCL12 expressed by cells in the bone marrow microenvironment restrains AML development. These findings are partially consistent with recent observations in a transgenic chronic myeloid leukemia (CML) mouse model in which deletion of *Cxcl12* in MPCs promotes expansion of LSCs (Agarwal et al., 2019). However, in contrast to our findings, deletion of *Cxcl12* in ECs in the CML model resulted in depletion of LSCs. This suggest that LSCs in chronic-phase CML are dependent on vascular niches, similar to normal HSPCs (Ding and Morrison, 2013; Greenbaum et al., 2013), whereas in AML, leukemia cells are less dependent on these niches for disease development. Although we did not observe a difference in the cycle status of leukemia cells upon disease development in *Cxcl12*^−/−^ mice, given that CXCL12 keeps normal HSCs in a quiescent state (Tzeng et al., 2011), we speculate that CXCL12 also restrains cell cycle progression of AML cells at the early stages of AML development. Alternatively, deletion of *Cxcl12*, which mobilizes normal HSCs to the peripheral blood (Greenbaum et al., 2013), provides niches in the bone marrow that facilitate expansion of AML cells.

By expressing two CXCR4 mutated variants in AML cells with disrupted endogenous *Cxcr4*, we could show that CXCR4 signaling, but not CXCL12 binding, is essential for *MLL-AF9* leukemia cells *in vivo*. Because deletion of *Cxcr4* resulted in depletion of *MLL-AF9* leukemia cells in serum-free medium without cytokines and because the CXCR4 ligands UBIQUITIN and MIF failed to promote growth and survival of *MLL-AF9* leukemia cells by binding to CXCR4, our data suggest that CXCR4 provides baseline signaling independent of ligand stimulation that is sufficient to promote growth and survival of leukemia cells *in vivo*. This could explain why CXCL12 is dispensable for AML development *in vivo*, whereas *in vitro*, supra-physiological concentrations of CXCL12 promoted survival of leukemia cells in the absence of other cytokine stimuli. Elevated CXCR4 expression has been associated previously with higher CXCR4 signaling (Doijen et al., 2017), indicating that upregulation of CXCR4 on AML cells is responsible for the CXCR4 signaling, potentially related to an increase in CXCR4 homodimer formation in the absence of ligand stimulation (Babcock et al., 2003).

Apart from *Cxcr4*, the screen also identified *Cd47* and *Cd244* (also referred to as 2B4) as positive regulators of *MLL-AF9* leukemia cells *in vivo*; both are known to play a role in immune regulation in normal hematopoiesis and to promote AML cell growth and survival (Majeti et al., 2009; Zhang et al., 2017). *Lrp10* was the only negative regulator of AML cells identified here and has not been associated previously with leukemia. Interestingly, LRP10 is a negative regulator of Wnt/β-catenin signaling (Jeong et al., 2010), a pathway for self-renewal of LSCs (Wang et al., 2010). *Pira6* was also among the top-ranked genes, but because the *Pira6* sgRNAs that were depleted in the screen had homology to several members of the *Pira* family and, therefore, are expected to cause genome instability (Aguirre et al., 2016; Munoz et al., 2016), *Pira6* was a putative false positive hit.

Taken together, we established a CRISPR screen targeting genes encoding cell surface proteins and identified *in vivo* dependencies of *MLL-AF9* leukemia cells. Because the results are limited to a murine *MLL-AF9* leukemia model, it is currently unclear whether they extend to other types of leukemia. Our findings reveal a critical *in vivo* role of CXCR4 signaling in LSCs independent of CXCL12 stimulation. Further, CXCR4 signaling protects *MLL-AF9* AML cells from oxidative stress and differentiation. Our findings suggest that, for significant AML growth inhibition, therapeutic strategies targeting CXCR4 should be aimed at inhibiting CXCR4 signaling rather than blocking the CXCR4-CXCL12 interaction, which restrains AML development.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Dr. Marcus Järås ().

#### Materials Availability

All unique/stable reagents generated in this study will be provided by the Lead Contact upon request.

#### Data and Code Availability

The accession number for the RNA sequencing data reported in this paper is Gene Expression Omnibus (GEO): GSE135275.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Murine leukemia model

The murine AML model was previously generated by retroviral expression of *MLL-AF9* in dsRed C57BL/6 transgenic mice (6051; Jackson Laboratory, Bar Harbor, ME, USA) (Hartwell et al., 2013). The leukemia cells were serially propagated in sublethally irradiated (600 cGy) C57BL/6 recipient mice to minimize irradiation effects and the need for bone marrow support cells. Constitutive lentiviral Cas9 expression was introduced into the dsRed^+^ leukemia cells by transducing pLKO5d.EFS.SpCas9.P2A.PAC into secondary transplanted leukemia cells. Following puromycin (2 μg/mL) selection for three days, the cells were transplanted into sublethally irradiated recipient mice. All experiments were performed with quaternary transplanted leukemia cells. Primitive leukemia cells were enriched by crushing the femurs from leukemic mice followed by red blood cell lysis using NH_4_Cl solution (Stem cell technologies, Vancouver, Canada). All experiments with murine *MLL-AF9* leukemia cells were initiated using c-Kit^+^ cells to enrich for LSCs (Wang et al., 2010). c-Kit^+^ leukemia cells were isolated using CD117 microbeads in MACS® cell separation columns (Miltenyi Biotec, Bergisch Gladbach, Germany). The c-Kit-enriched cells were cultured in serum-free expansion medium (SFEM: Stemspan, StemCell Technologies) supplemented with 1% penicillin/streptomycin. During transduction, the medium was supplemented with murine IL3 (mIL3; 20 ng/mL), murine stem cell factor (mSCF; 50 ng/mL) and human IL6 (hIL6; 20 ng/mL), and spinoculation with the viral supernatant was performed at 650 × *g* for 1 hour. For all transplantation experiments, the mice were sublethally irradiated (600 cGy) prior to injection of leukemia cells. When transplanting transduced leukemia cells, each mouse was injected with cells from separate transductions. Mice of both sexes were included in this study. All the recipient mice were 6–10 weeks old, drug or test naive and were not involved in previous procedures. The mice were gender and age matched and a maximum of 5 mice were used per cage. All experimental mice received autoclaved water and clean rodent chow diet *ad libitum* and were maintained in individually ventilated cages. The animal experiments were conducted according to an Animal Care and Use Committee protocol approved by the Lund/Malmö Ethical Committee.

#### Cxcl12^−/−^ mouse models

*Tek-Cre*^+^ (stock no. 008863), *Prx1-Cre*^+^ (stock no. 005584) and *Ubc-Cre-ERT2*^+^ (*Ubc-Cre*^+^) (stock no. 007001) mice were procured from Jackson Laboratory. *Cxcl12*^*f/f*^ mice (loxP sites flanking exon 2) were crossed with *Tek-Cre*^+^, *Prx1-Cre*^+^ and *Ubc-Cre*^+^ mice to generate *Cxcl12*^*f/f*^-*Tek-Cre*^+^ (*Cxcl12*^−/−^ EC) (Agarwal et al., 2019), *Cxcl12*^*f/f*^-*Prx1-Cre*^+^ (*Cxcl12*^−/−^ MPC) (Agarwal et al., 2019), and *Cxcl12*^*f/f*^-*Ubc-Cre*^+^ (*Cxcl12*^−/−^) mice. Loss of CXCL12 expression in endothelial cells (*Cxcl12*^−/−^ EC) and mesenchymal progenitor cells (*Cxcl12*^−/−^ MPC) from these mice was previously confirmed by real time PCR (Agarwal et al., 2019). Global deletion of *Cxcl12* in *Cxcl12*^*f/f*^-*Ubc-Cre*^+^ mice was achieved by administration of 50 mg/kg of tamoxifen (Sigma-Aldrich; Cat no. T5648) in corn oil through intraperitoneal injections for five consecutive days. All mice were maintained in an AAALAC-accredited animal facility, and all procedures were carried out in accordance with federal guidelines and protocols approved by the Institutional Animal Care and Use Committee at the University of Alabama, Birmingham.

### METHOD DETAILS

#### Global gene expression analysis

To select genes for the screen, we compared the gene expression profiles of *MLL-AF9*-induced murine leukemic GMP with the gene expression profiles of normal mouse GMP and HSC (Affymetrix 430A microarrays; NCBI Gene Expression Omnibus accessions GSE3725 and GSE20377) (Krivtsov et al., 2006; Wang et al., 2010) using Smyth’s moderated t test (Smyth, 2005). To enrich for genes encoding cell surface receptors, we selected 97 genes annotated with the Gene Ontology terms GO0004872 (“Receptor activity”), GO0007155 (“Cell adhesion”), and GO0007166 (“Cell surface signaling”) (http://geneontology.org/) and used manual curation involving literature searches to arrive at a final screening set of 96 genes (Table S1).

#### Generation of viral vectors

pLKO5d.EFS.SpCas9.P2A.PAC (Addgene plasmid #58329), pLKO5.sgRNA.EFS.GFP (Addgene plasmid #57822) and pLKO5.sgRNA.EFS.tRFP657 (Addgene plasmid #57824) were donated by Benjamin Ebert (Heckl et al., 2014). pLKO5.sgRNA.EFS.GFP was linearized using the *Bsmb1* restriction enzyme, and individual sgRNAs targeting *Cxcr4* and *Lrp10* were cloned into the plasmid as described previously (Sanjana et al., 2014). *Cxcr4*^*WT*^, *Cxcr4*^*D99G*^ and *Cxcr4*^*L251P*^ cDNAs were synthesized (Genscript). Silent mutations in the *Cxcr4* sgRNA-binding regions of these cDNAs were included to make them resistant to the specific sgRNAs. The cDNAs were flanked with *Ecor1* and *Xho1* restriction sites for cloning into pMSCV-IRES-GFP (pMIG) as described previously (Peña-Martínez et al., 2018). The lentiviral particles were produced with VSV-G pseudotyping, and gamma-retroviral vectors were produced with eco-tropic pseudotyping in HEK293T cells using standard procedures. The viral supernatants were harvested after 48 hours.

#### Lentiviral CRISPR library generation and sequencing

The lentiviral library was generated essentially as previously described (Sanjana et al., 2014). In brief, 5 sgRNAs were designed for each gene using the sgRNA designer tool (Broad Institute). *Hoxa9* (essential gene) and a non-targeting negative control sgRNA were also included resulting in a library of 486 unique sgRNAs (Table S3). The oligo pool was ordered from CustomArray Inc, which was subsequently hybridized and ligated into the pLKO5.sgRNA.EFS.GFP vector using Gibson assembly (New England Biolabs). Following electroporation of the plasmids into *E. coli*, on average, 120 bacterial colonies for each sgRNA were harvested from agar plates and plasmids isolated using the GeneJET Plasmid Maxiprep Kit (Thermo Fisher). To check the representation of the sgRNAs in the library, we sequenced them in the plasmid pool and in the genomic DNA of *MLL-AF9* leukemia cells transduced with the corresponding pooled viral library. The sgRNAs were PCR amplified using the primer pair 5′ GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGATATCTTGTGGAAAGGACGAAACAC 3′ and 5′ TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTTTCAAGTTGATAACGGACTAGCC 3′. The PCR product was purified using Agentcourt AMPure XP beads (Beckman Coulter), and a second PCR was performed to add Nextera XT Index Kit v2 (Illumina) sequencing adapters to the amplicons. The PCR products were again purified using magnetic beads, and the DNA concentrations were determined using the Qubit dsDNA Assay Kit (Invitrogen). The samples were then pooled prior to sequencing in a NextSeq 500 Desktop Sequencer (Illumina) using the NextSeq 500/550 Mid Output v2 Kit, 150 cycles (Illumina), according to the manufacturer’s instructions. The fastq files were aligned using Bowtie 2 to custom reference sequences of the sgRNA library, and the read counts were obtained using Samtools.

#### *In vivo* CRISPR screen

Freshly isolated Cas9^+^c-Kit^+^dsRed^+^ leukemia cells were transduced with the lentiviral CRISPR library by spinoculation as described above. Twenty-four hours post transduction, the cells were transplanted into sublethally irradiated (600 cGy) recipient mice. The mice were sacrificed on day 12, and the bone marrow cells were harvested. Genomic DNA was isolated from the cells collected at 24 hours (T_0_) post transduction and on day 12 (T_12_) post transplantation using a Blood and Cell Culture Kit (QIAGEN). For each sample, a minimum of 4.5 μg (corresponding to on average ~500 cells per sgRNA) of genomic DNA was used for PCR amplification, and the representation of sgRNAs was assessed by next-generation sequencing (NGS) as described above. The raw reads were then normalized in Excel (Microsoft), and the *in vivo* fold-change of the sgRNAs was calculated by dividing the representation of each sgRNA at T_12_ versus T_0._ The sgRNAs were ranked based on the median fold-change of the biological replicates.

#### Flow cytometry and antibody staining

Flow cytometric analyses were performed using a LSRFortessa cell analyzer (Becton Dickinson; BD), and cell sorting was performed using a FACSAria Fusion (BD). For harvesting of leukemia cells from mice, femurs and tibias were crushed and spleens were mashed, followed by filtration using a 70-μm cell strainer. Red blood cell lysis was performed using NH_4_Cl solution. Anti-mouse CXCR4 antibodies conjugated to APC (REA107, Miltenyi Biotec) and BV711 (L276F12, Biolegend) were used. Anti-mouse Gr-1-APC-Cy7 (RB6–8C5), anti-mouse CD117-APC (2B8), anti-mouse CD117-AF700 (2B8) antibodies and Annexin V-APC were obtained from Biolegend. A ROS assay kit 520nm (Thermo Fischer Scientific) and CellROX Deep Red reagent (Thermo Fischer Scientific) were used to measure intracellular ROS levels. Flow cytometric data were analyzed using FlowJo (FlowJo LLC). For phospho-flow analysis, the cells were fixed using paraformaldehyde (1.6%) for 10 min at room temperature followed by permeabilization using paraformaldehyde ice-cold ethanol (99%) and immediately vortexed and washed with phosphate buffered saline. The cells were stained with the antibodies specific for phosphorylated forms of the intracellular protein NF-κB-PE/Cy7, p38 MAPK-PE/Cy7 and ERK-BV421 (20A) (BD Biosciences).

#### Quantification of CRISPR editing

Cas9^+^dsRed^+^ *MLL-AF9* leukemia cells were transduced with lentiviral *Cxcr4* sgRNA vectors coexpressing GFP and cultured for 3 days. Sorting of GFP^+^ cells was performed by flow cytometry followed by genomic DNA isolation. The binding regions of *Cxcr4* sgRNA_a and *Cxcr4* sgRNA_b were PCR amplified using the primer pairs 5′TCCACAGGCTATCGGGGTAA3′, 5′GTGACGTTGTCTGTCCCTGT3′ and 5′ATCTGTGACCGCCTTTACCC3′, 5′TCCTGCCTAGACACTCATTCAC3′, followed by amplicon tagmentation prior to NGS (Illumina). CRISPR-mediated DNA editing was quantified using the bioinformatics tool TIGERq (TIGERq, Lund, Sweden).

#### Bone marrow homing assay

Cas9^+^c-Kit^+^dsRED^+^ leukemia cells were transduced with sgRNA-expressing lentiviral vectors coexpressing GFP and cultured for 3 days. The percentage of GFP^+^ cells was assessed by flow cytometry, and then 3×10^6^ cells were transplanted into sublethally irradiated mice. Femurs of the recipient mice were harvested after 24 hours, and the percentages of GFP^+^ cells within leukemic (dsRed^+^) cells were determined by flow cytometric analysis. Similarly, in the homing experiment with sorted cells, 600,000 GFP^+^ cells were transplanted into sublethally irradiated mice and the percentage of GFP^+^ cells in the bone marrow was assessed 24 hours later.

#### *In vivo* rescue assays with mutated Cxcr4 variants

Cas9^+^c-Kit^+^dsRed^+^ leukemia cells were transduced with the *Cxcr4* sgRNA_b lentiviral vector coexpressing tRFP657. After 24 hours, the cells were washed and transduced with retroviral vectors expressing *Cxcr4*^*WT*^, *Cxcr4*^*D99G*^ or *Cxcr4*^*L251P*^. An empty vector without a *Cxcr4* insert was used as a control. Twenty-four hours after the second transduction, the cells were washed and plated in serum-free medium supplemented with standard cytokines (see above). Forty-eight hours after the second transduction, the cells were washed, and a fraction of the cells was analyzed by flow cytometry to determine the input percentage of GFP^+^ cells within dsRed^+^tRFP657^+^ cells. The remaining cells were transplanted into sublethally irradiated (600 cGy) C57BL/6 recipient mice. The mice were sacrificed 14 days later, and their bone marrow and spleen were analyzed to quantify the percentage of GFP^+^ cells within the dsRed^+^tRFP657^+^ cell population.

#### Real-time PCR analysis

RNA was extracted from the tail tissue of *Cxcl12*^*f/f*^-*Ubc-Cre*^+^ and *Cxcl12*^*f/f*^*-Ubc-Cre*^−^ mice using an RNeasy micro kit (QIAGEN, Valencia, CA), and cDNA was synthesized using the Superscript III First-Strand Kit (Invitrogen, Grand Island, NY). Quantitative real-time PCR was performed using a TaqMan probe for mouse CXCL12 (Mm00445553_m1) and GAPDH (4352932E) as an endogenous control in a QuantStudio 6 Flex Real-Time PCR System.

#### Cell cycle analysis

dsRed^+^ leukemia cells harvested from *Cxcl12*^*f/f*^-*Ubc-Cre*^+^ and *Cxcl12*^*f/f*^*-Ubc-Cre*^−^ mice were fixed and permeabilized using BD Cytofix/Cytoperm (BD). Then, the cells were stained with anti-Ki-67 (eBiosciences) and DAPI prior to analyzing their cycle status by flow cytometry.

#### Culture conditions with CXCR4 ligands

c-Kit^+^dsRed^+^ leukemia cells were cultured in SFEM (StemCell Technologies) with 1% penicillin/streptomycin supplemented with increasing concentrations of CXCL12 (CHM324, Prospec), recombinant MIF (300–69, Peprotech), UBIQUITIN (U6253–5MG, Sigma) or without any cytokine in a 96-well plate. Cells were counted using count bright beads (Thermo Fisher) using flow cytometry.

#### RNA sequencing

Ten days post transplantation of dsRed^+^ leukemia cells transduced with control or *Cxcr4* sgRNA-expressing lentiviral vectors, leukemia cells were harvested from the mice. GFP^+^ (coexpressed with sgRNA) was sorted by FACS, and RNA was extracted using a RNeasy kit (QIAGEN). RNA sequencing libraries were prepared using the TruSeq RNA Sample prep kit v2 (Illumina, San Diego, CA, USA), and sequencing was performed using the NextSeq 500/550 Mid Output v2 Kit, 150 cycle (Illumina). The sequenced reads were aligned to mm9 mouse reference genomes using TopHat 2.0.13 (Kim et al., 2013). Differential gene expression analysis and visualization of the transcript data were performed using Qlucore omics Explorer 3.0 (Qlucore, Lund, Sweden). Gene expression levels were compared between the control and *Cxcr4* sgRNA groups by performing t tests. The logarithms of the *p* values and the signs of the fold-change were used to prepare ranked gene lists that were used for gene set enrichment analysis (GSEA) (Subramanian et al., 2005). HALLMARK (H), CURATED (C2) and GENE ONTOLOGY (C5) gene sets were downloaded from Molecular Signatures Database (MSigDB) collections.

#### Cytology

sgRNA-expressing leukemia cells were harvested from the bone marrow of recipient mice 13 days post transplantation. GFP^+^ cells (coexpressed with sgRNA) were sorted by FACS and were subjected to cytospin preparation onto glass slides. The samples were stained with May-Grünwald (Merck) and Giemsa (Merck) for microscopic imaging using Nikon Eclipse 50i microscope at 100x magnification with oil immersion. The images were acquired using Leica DFC320 camera and Leica IM500 acquisition software.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Prism 6 (GraphPad) was used for the statistical analyses, including Student’s t test, linear regression analysis and Kaplan-Meier survival analysis. Significance is depicted with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are presented as the mean ± standard deviation. Information about the number of biological replicates (n) and the *p* values are provided in the figure legends.

## Supplementary Material

Supplementary Table 3

1

## Figures and Tables

**Figure 1.**
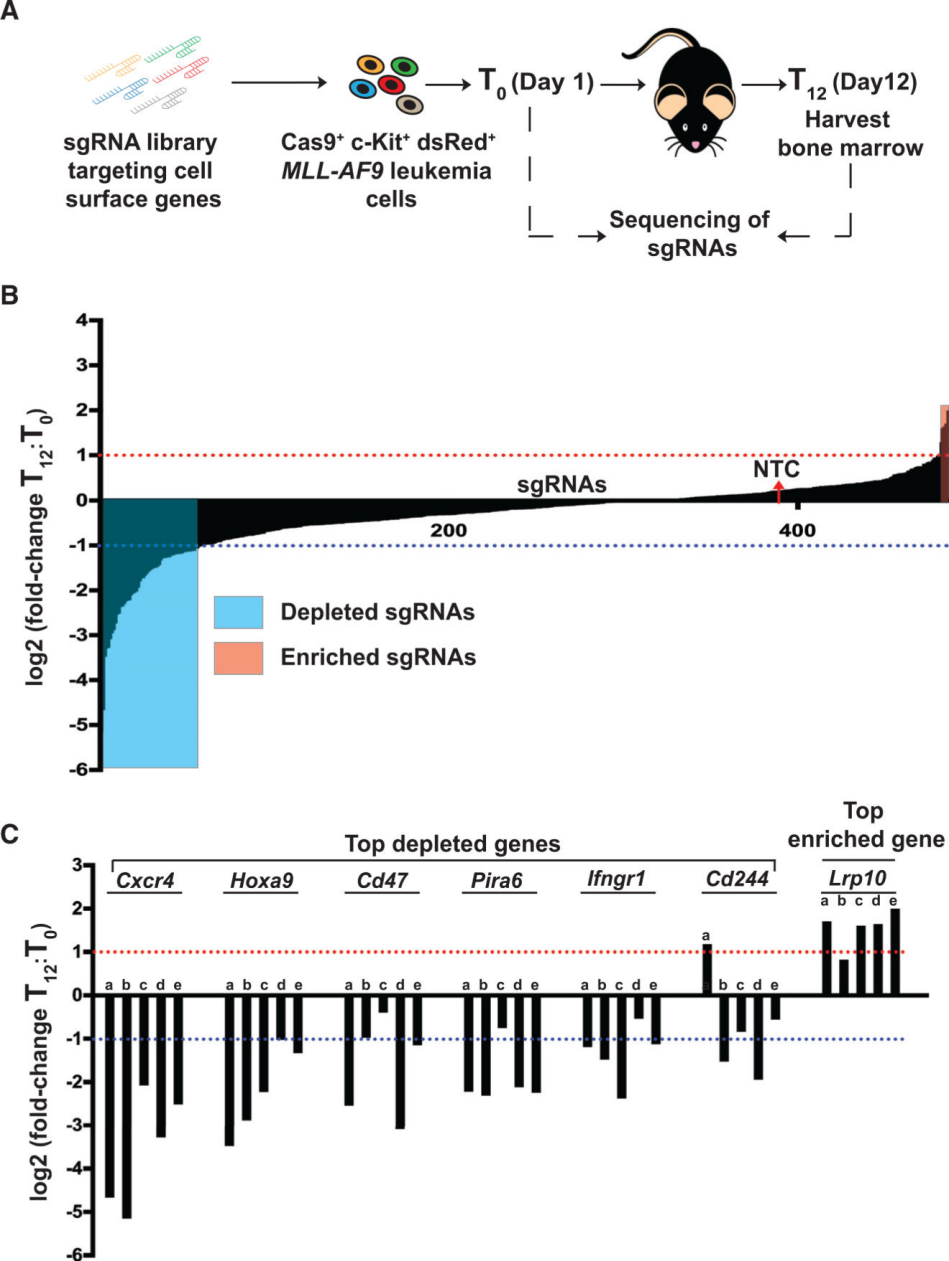
CRISPR Screening Identifies *Cxcr4* as a Critical Regulator of AML Cells *In Vivo* (A) Schematic of the pooled *in vivo* CRISPR screen. In brief, 1 × 10^6^ Cas9^+^dsRed^+^ *MLL-AF9* leukemia cells were transduced with the lentiviral CRISPR sgRNA library targeting selected murine cell surface genes and transplanted into mice (n = 5) after 24 h (T_0_). Twelve days (T_12_) after transplantation, the mice were sacrificed, and the bone marrow was harvested. The representation of sgRNAs was determined by next-generation sequencing (NGS) on genomic DNA of leukemic cells from T_0_ and T_12_. (B) Waterfall plot showing the log2 fold change of the 486 unique sgRNAs at T_12_ versus T_0_ in a ranked format. The red dotted line indicates the threshold for the sgRNAs that were enriched (red box), and the blue dotted line indicates the threshold for depleted (blue box) sgRNAs in the screen. The red arrow denotes the nontargeting control (NTC) sgRNA. (C) Waterfall plot showing the log2 fold change of sgRNAs for the top-ranked genes in the screen. The red dotted line indicates the threshold for the sgRNAs that were enriched, and the blue dotted line indicates the threshold for depleted sgRNAs in the screen. The log2 fold change threshold of 1.0 corresponds to an absolute fold change of 2.0. See also Figure S1 and Tables S1, S2, and S3.

**Figure 2.**
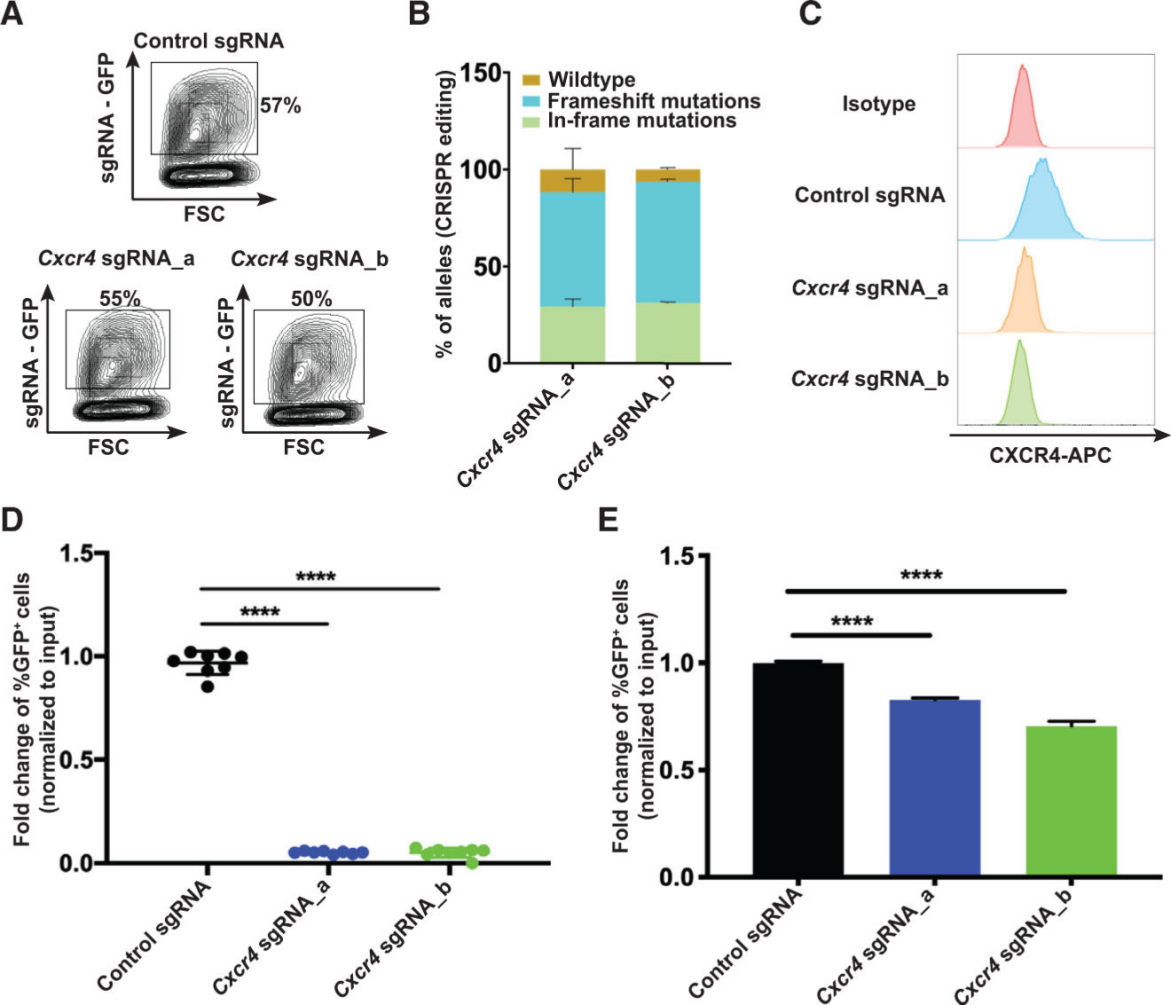
CXCR4 Is Critical for Growth and Survival of Leukemia Cells *In Vivo* (A) Green fluorescent protein (GFP) expression inCas9^+^dsRed^+^ leukemia cells following transduction with lentiviral vectors coexpressing control or *Cxcr4* sgRNAs and GFP. (B) Quantification of CRISPR editing in *Cxcr4* by NGS within sorted GFP^+^ leukemia cells 3 days after transduction. (C) CXCR4 cell surface expression as measured by flow cytometry on dsRed^+^ leukemia cells expressing sgRNAs targeting *Cxcr4* 3 days after transduction. (D) Mice (n = 8 for each group) were transplanted with leukemia cells transduced with lentiviral vectors coexpressing *Cxcr4* sgRNAs and GFP. The mice were sacrificed 12 or 13 days after transplantation. The percentage of GFP^+^ cells in the bone marrow was normalized to the input percentage of GFP^+^ cells 2 days after transduction to compensate for the differences in transduction efficiency between groups. (E) Leukemia cells were transduced with lentiviral vectors coexpressing *Cxcr4* sgRNAs and GFP, and the transduction efficiency was determined after 3 days (input). The cells were cultured without cytokine stimulation for 3 more days (n = 3), and the percentage of GFP^+^ cells was normalized to the input. Means and standard deviations are shown (****p < 0.0001). See also Figures S2 and S3.

**Figure 3.**
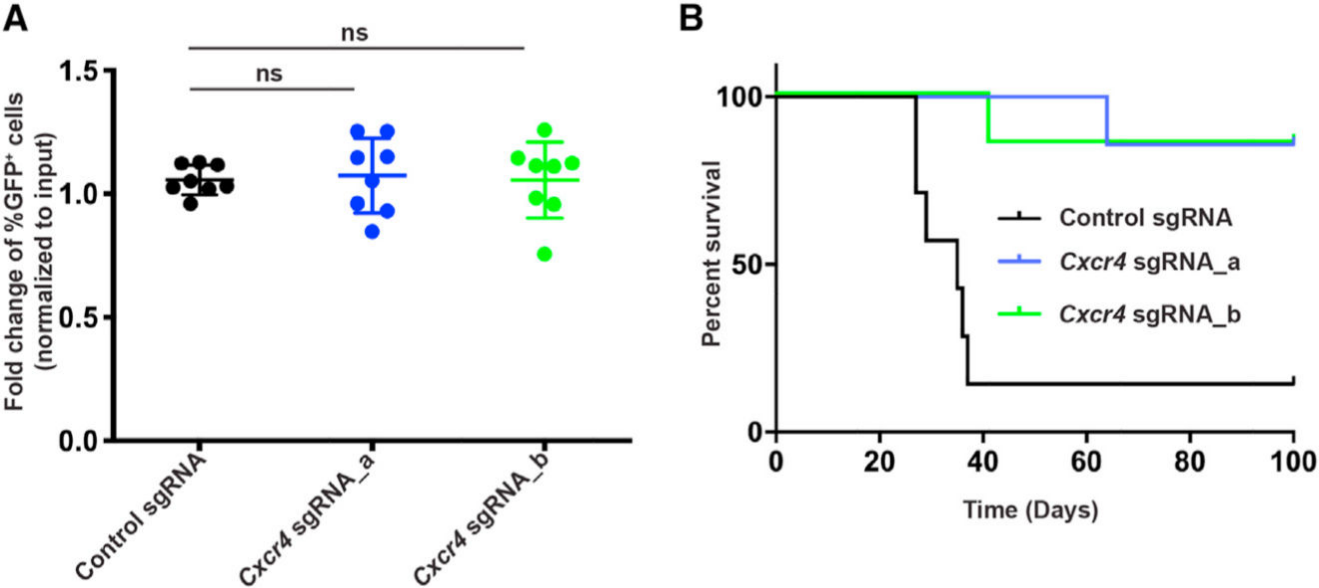
CXCR4 Is Essential for AML Cells *In Vivo* but Not for Homing of Leukemic Cells to the Bone Marrow (A) Percentage of GFP^+^ leukemia cells among dsRed^+^ cells in the bone marrow 24 h after transplantation (n = 8 for each group). The data were normalized to the percentage of GFP^+^ cells for each sample prior to injection 3 days after transduction (input). (B) Survival of recipient mice (n = 7 for each group) transplanted with 40,000 sorted GFP^+^ leukemia cells 3 days after transduction with sgRNA-expressing vectors. ns, not significant. See also Figure S4.

**Figure 4.**
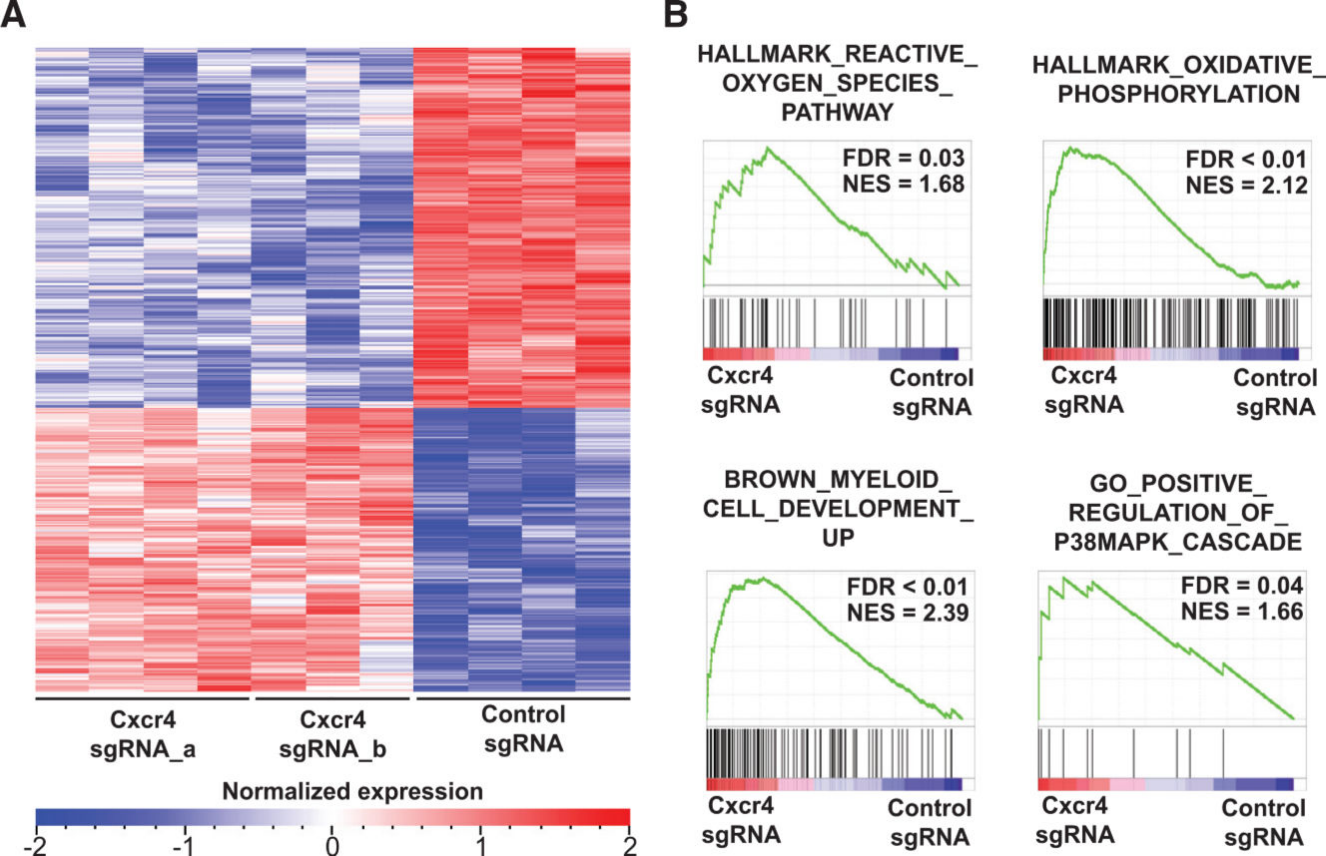
CXCR4 Disruption in Leukemia Cells Results in a Distinct Gene Expression Signature Associated with Oxidative Stress and Differentiation (A) Heatmap of the differentially expressed genes(473 genes, false discovery rate [FDR] < 0.01) from RNA sequencing performed on sorted GFP^+^ (sgRNA-expressing) cells harvested from the bone marrow of recipient mice (n = 4 for control sgRNA and Cxcr4 sgRNA_a; n = 3 for Cxcr4 sgRNA_b) transplanted with *MLL-AF9* leukemia cells. (B) Gene set enrichment analysis (GSEA) of the transcriptional signature obtained upon *Cxcr4* disruption. NES, normalized enrichment score. See also Figure S5.

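Each sgRNA changed many of the same genes when compared alone with the 4 control libraries. With sgRNA_a, 1603 of 9463 genes changed at an adjusted p below 0.05 from limma, 671 up and 932 down, and with sgRNA_b 1831 changed, 776 up and 1055 down. Lcn2 rose by 2.05 with sgRNA_a and 3.03 with sgRNA_b, Camp by 1.91 and 2.36, and C5ar1 by 2.49 and 2.89, while Ccnd1 changed by -1.57 and -1.91 and Bcl2 by -1.45 and -1.63. Both sgRNAs raised 391 genes, where independent lists of these sizes share 55.0, and lowered 508, where they share 103.9. Another 2 genes changed in opposite directions. The count for sgRNA_a was 986 without control replicate 3 and 917 without control replicate 4 and sgRNA_a replicate 1 together, and that for sgRNA_b was 909 with the gene-wise test and 864 with that test on the deposited log2 values. Log2 fold changes with sgRNA_a and sgRNA_b had a Pearson correlation of 0.713 across genes, which are not independent replicates. Unchanged groups simulated against the same 4 controls gave 0.464 on average, and a covariance of 0.0202 against 0.146 observed, a difference of 0.126. In 100 simulations these groups had at most 2 and 1 calls, 1 shared, so they give no expected overlap for lists this long. With 2 of the 4 controls for each sgRNA, the correlation was 0.580 on average over 6 splits (0.519 to 0.624).

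Between the sgRNAs themselves, 49 genes differed at an adjusted p below 0.05, 16 higher and 33 lower with sgRNA_b. Vcam1 was higher with sgRNA_b by 1.72, the lipid carrier Apoe by 2.10 (18.5 ± 18.7 FPKM over the 7 Cxcr4 sgRNA libraries, SD), the chemokine Ccl6 by 1.75, Ccbl1 by 1.65 and the lysosomal protease legumain (Lgmn) by 1.43. The amino acid transporter Slc36a2 (-1.67), A930013F10Rik (-1.55), angiomotin (Amot, -1.52), Herpud1, a gene of the endoplasmic reticulum stress response (-1.50), and Mtmr10 (-1.31) were lower with sgRNA_b. This count was 0 without sgRNA_b replicate 3 (0 also with the gene-wise test; 1322 and 896 genes at an unadjusted p below 0.05), 2 without sgRNA_b replicate 2, 184 without sgRNA_b replicate 1, and 4, 13 and 2 without sgRNA_a replicates 1, 2 and 3. It was 8, 25 and 25 without control replicates 1, 2 and 3, 3 with the gene-wise test, 2 without the intensity trend, 2 with library quality weights, 102 with the replicate block and 303 with limma-voom on recovered reads.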

**Figure 5.**
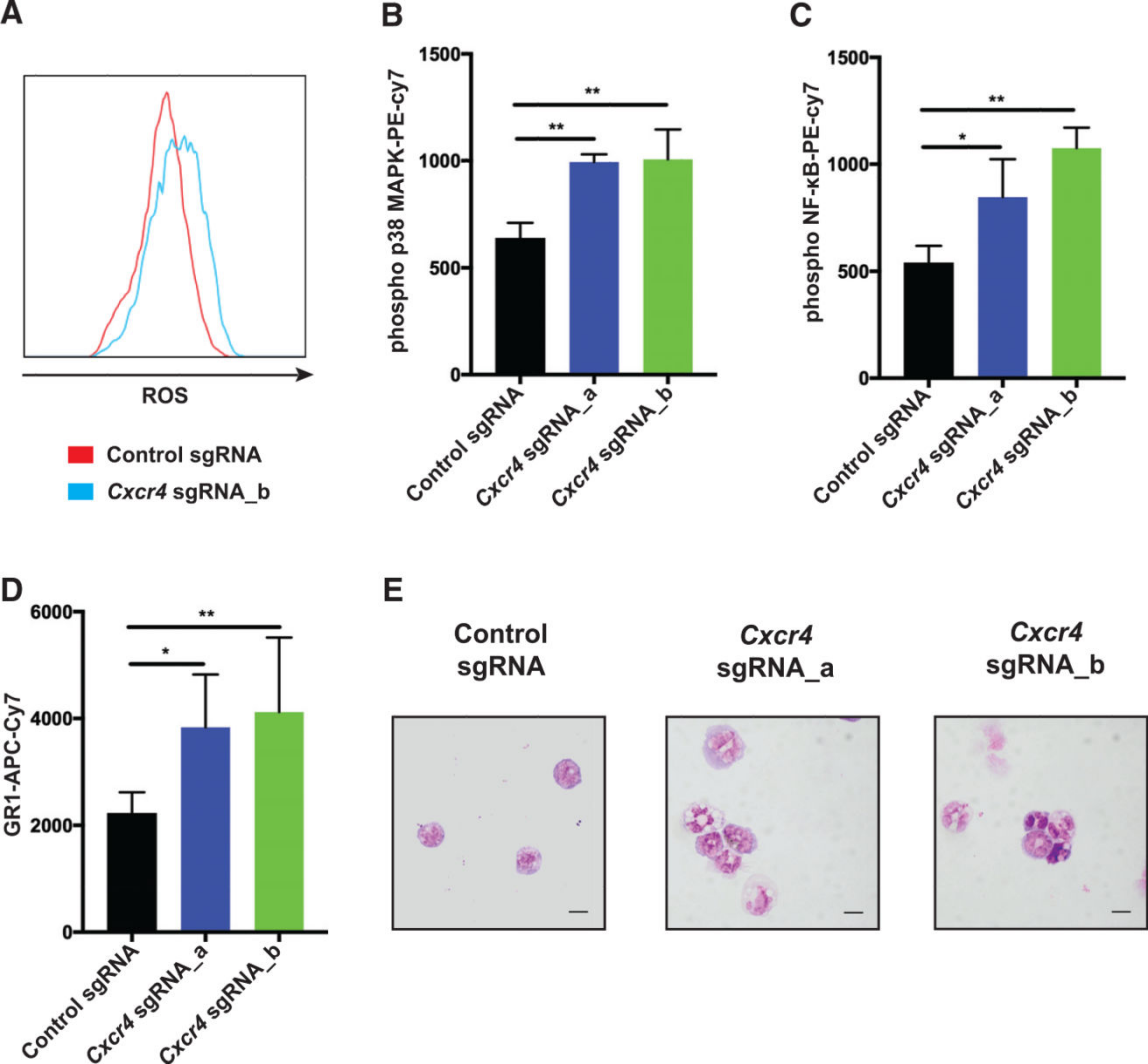
Loss of CXCR4 Leads to Differentiation of Leukemia Cells (A) Representative histogram showing total ROS levels (measured with CellROX Deep Red) in c-Kit^+^ cells within GFP^+^ (sgRNA-expressing) cells harvested from the bone marrow of recipient mice (n = 5 for control sgRNA; n = 4 for *Cxcr4* sgRNA_b) 14 days after transplantation. (B–D) Mean fluorescence intensity (MFI) of (B) phosphorylated p38 MAPK, (C) phosphorylated NF-κB, and (D) Gr-1 within GFP^+^ (sgRNA-expressing) leukemia cells that were harvested from the bone marrow of recipient mice (n = 3 for each group) 10 days after transplantation. (E) May-Grünwald-Giemsa-stained cytospin slides from representative sgRNA-expressing leukemia cells 13 days after transplantation. Scale bars represent 10 μm. Means and standard deviations are shown (*p < 0.05, **p < 0.01, ***p < 0.001). See also Figure S5.

**Figure 6.**
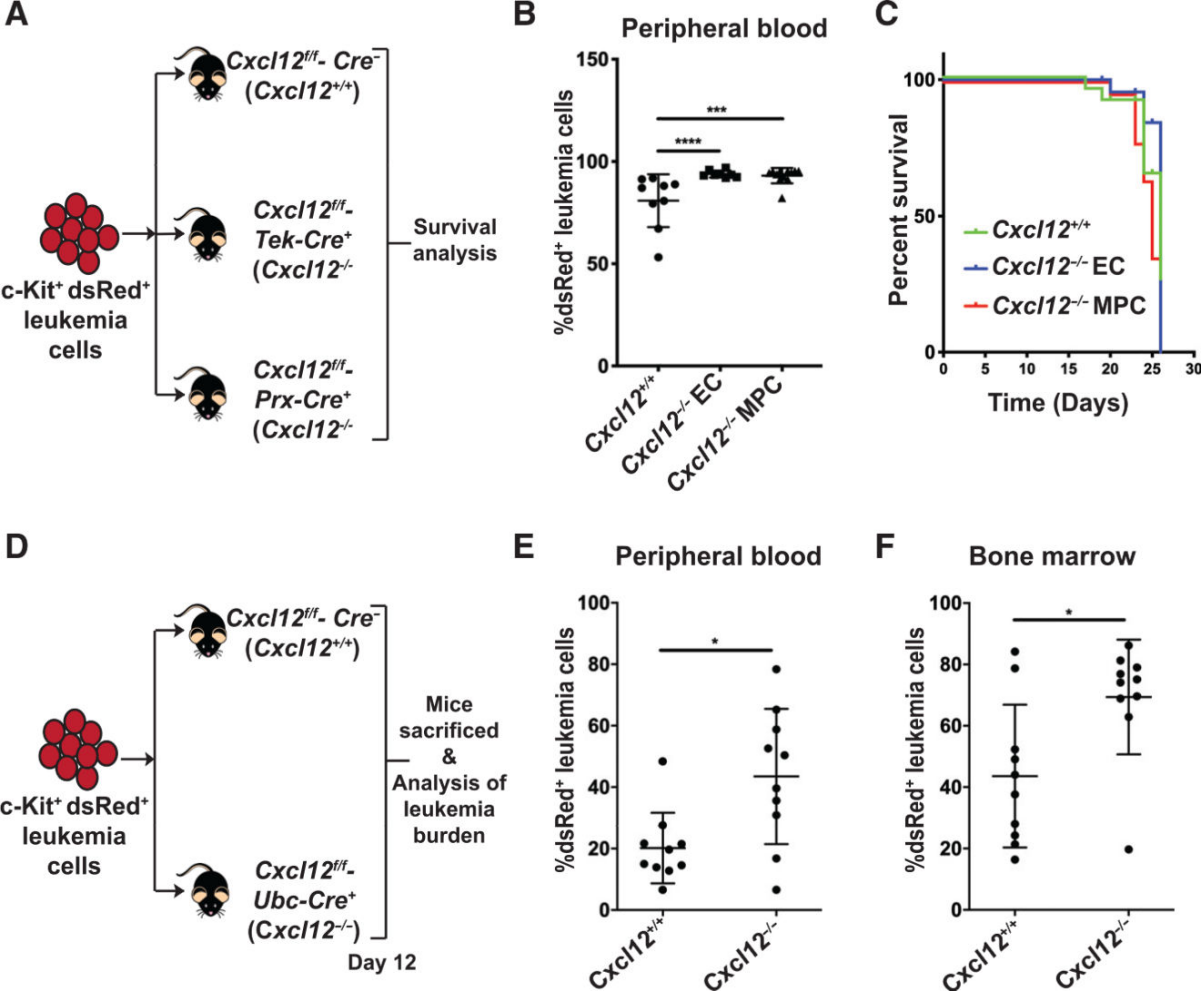
CXCL12 Expression in the Bone Marrow Restrains AML Development (A) Schematic of transplantations of c-Kit^+^dsRed^+^ leukemia cells into *Cxcl12*^+/+^ recipient mice (n = 9), *Cxcl12*^*f/f*^-*Tek-Cre*^+^ (*Cxcl12*^−/−^ ECs) recipient mice (n = 8), and *Cxcl12*^*f/f*^-*Prx1-Cre*^+^ (*Cxcl12*^−/−^ MPCs) recipient mice (n = 12), followed by survival analysis. (B and C) Percentage of dsRed^+^ leukemia cells in the peripheral blood of recipient mice 16 days after transplantation (B) and subsequent survival analysis (C). (D) Schematic of transplantations of c-Kit^+^dsRed^+^ leukemia cells into *Cxcl12*^+/+^ (n = 10) and *Cxcl12*^*f/f*^-*Ubc-Cre*^+^ (*Cxcl12*^−/−^) recipient mice (n = 10) and subsequent analysis of the leukemia burden. (E and F) Percentage of dsRed^+^ leukemia cells 12 days after transplantation in (E) peripheral blood and (F) bone marrow. Means and standard deviations are shown (*p < 0.05, ***p < 0.001, ****p < 0.0001). See also Figure S6.

**Figure 7.**
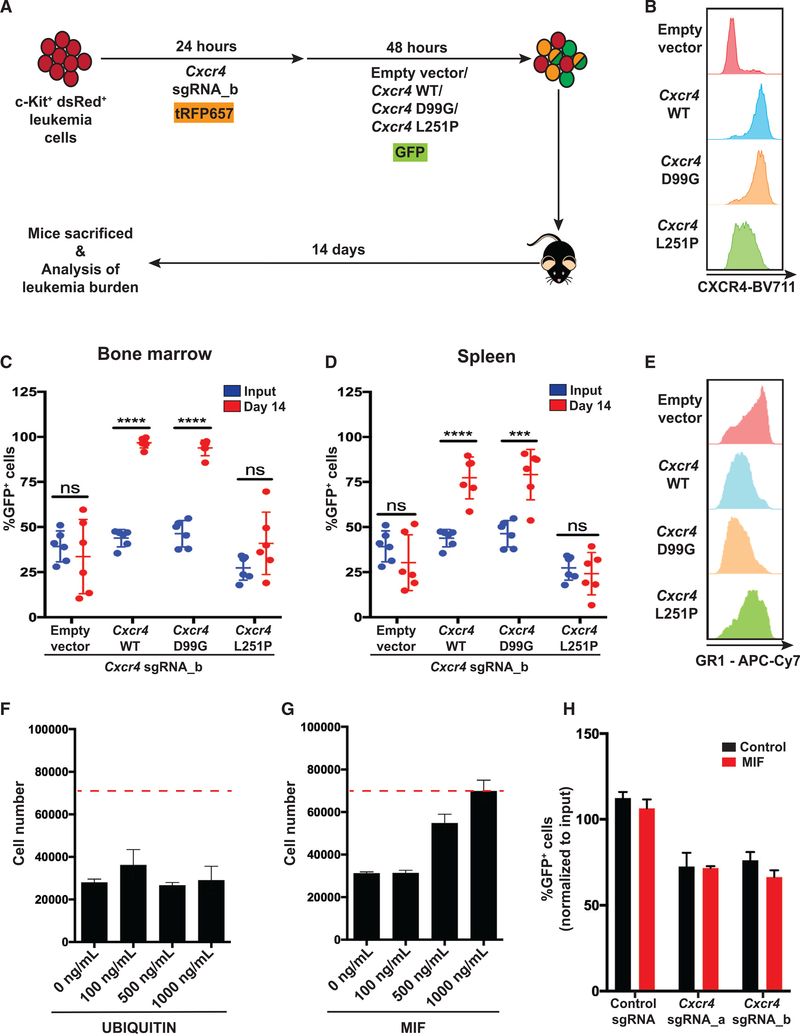
CXCR4 Signaling Independent of CXCL12 Stimulation Is Essential for AML Cells *In Vivo* (A) Schematic of the *in vivo* rescue assay with *Cxcr4* mutants. Cas9^+^c-Kit^+^ dsRed leukemia cells were sequentially transduced with the *Cxcr4* sgRNA_b lentiviral vector coexpressing tRFP657, followed by transduction with a retroviral control vector, *Cxcr4*^*WT*^, or a CXCL12-resistant *Cxcr4* mutant (*Cxcr4*^*L251P*^ or *Cxcr4*^*D99G*^)-expressing vector and transplanted into sublethally irradiated mice. (B) Representative histograms showing CXCR4 expression in the GFP^+^ population among dsRed^+^tRFP657^+^ leukemia cells 3 days after transduction. (C and D) Percentage of GFP^+^ cells within the dsRed^+^tRFP657^+^ leukemia cells in the input cells and in the (C) bone marrow and (D) spleen of recipient mice (n = 6 for each group) 14 days after transplantation. (E) Representative histograms showing Gr-1 expression 11 days after transplantation within GFP^+^dsRed^+^tRFP657^+^ leukemia cells extracted from the bone marrow of mice (n = 3 for each group) transplanted with leukemia cells transduced with different *Cxcr4* variants. (F and G) Cell number after 3 days of culture of 70,000 seeded dsRed^+^ leukemia cells (red dotted line) exposed to increasing concentrations of (F) UBIQUITIN (n = 3) and (G) MIF (n = 3). (H) Percentage of GFP^+^ leukemia cells normalized to the input (3 days after transduction) when cultured *in vitro* for 3 days in serum-free medium without any cytokines (control) or with 1 μg/mL MIF (n = 3). Means and standard deviations are shown (***p < 0.001, ****p < 0.0001). See also Figure S7.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti mouse CD184 (CXCR4) – APC	Miltenyi Biotec	Cat# 130-102-245; RRID: AB_2655759
Anti mouse CD184 (CXCR4) – BV711 (Clone L276F12)	Biolegend	Cat# 146505; RRID: AB_2562782
Anti mouse GR1 – APC-Cy7 (Clone RB6–8C5)	Biolegend	Cat# 108423; RRID: AB_2137486
Anti mouse phosphorylated p38 – PE-Cy7 (pT180/pY182) (Clone 36/p38)	BD Biosciences	Cat# 560241; RRID: AB_1645297
Anti mouse phosphorylated NF-κB – PE-Cy7 (pS529) (Clone K10–895.12.50)	BD Biosciences	Cat# 560335; RRID: AB_1645545
Anti mouse ERK1/2 – BV421 (pT202/pY204) (Clone 20A)	BD Biosciences	Cat# 561991; RRID: AB_10895978
Anti mouse CD117 microbeads antibody	Miltenyi Biotec	Cat# 130–091-224; RRID: AB_2753213
Anti mouse CD117 – APC (Clone 2B8)	Biolegend	Cat# 105812; RRID: AB_313221
Anti mouse CD117 – AF700 (Clone 2B8)	Biolegend	Cat# 105845; RRID: AB_2783045
Anti-Ki67	Thermo Fisher Scientific	Cat#11–5698-80; RRID: AB_11151689
Annexin V - APC	Biolegend	Cat# 640920

Bacterial and Virus Strains		

pLKO5d.EFS.SpCas9.P2A.PAC	Heckl et al., 2014	RRID: Addgene_58329
pLKO5.sgRNA.EFS.GFP	Heckl et al., 2014	RRID: Addgene_57822
pLKO5.sgRNA.EFS.tRFP657	Heckl et al., 2014	RRID: Addgene_57824

Chemicals, Peptides, and Recombinant Proteins		

Mouse CXCL12	Prospec Bio	Cat# CHM-324
Recombinant human MIF	Peprotech	Cat# 300–69
Ubiquitin from bovine erythrocytes	Sigma	Cat# U6253
Recombinant human IL-6	Peprotech	Cat# 200–06
Recombinant mouse SCF	Peprotech	Cat# 250–03
Recombinant mouse IL-3	Peprotech	Cat# 213–13
Ammonium Chloride (NH_4_Cl)	Stem Cell Technologies	Cat# 07800
N-Acetyl L-Cysteine	Sigma Aldrich	Cat# A8199–10G

Critical Commercial Assays		

RNeasy Micro Kit	QIAGEN	Cat# 74004
Nextera XT DNA Library Preparation Kit	Illumina	Cat# FC-131–1096
Blood and Cell Culture Kit	QIAGEN	Cat# 13343
GeneJET Plasmid Maxiprep Kit	Thermo Fischer Scientific	Cat# K0491
NextSeq 500/550 v2 mid output kit (upgraded to v2.5)	Illumina	Cat# 20024907
TruSeq RNA Library Preparation Kit v2	Illumina	Cat# RS-122–2001
Agencourt AMPure XP	Beckman Coulter	Cat# A63880
Total Reactive Oxygen Species (ROS) Assay Kit 520 nm	Thermo Fischer Scientific	Cat# 88–5930-74; RRID: AB_2574932
CellROX Deep Red Reagent	Thermo Fischer Scientific	Cat# C10422

Deposited Data		

RNA sequencing data	This paper	GEO: GSE135275

Experimental Models: Organisms/Strains		

Mouse: C57BL/6JRj	Janvier Labs	N/A
Mouse: B6.Cg-Tg(Tek-cre)1Ywa/J	Jackson Laboratory	Stock No: 008863
Mouse: B6.Cg-Tg(Prrx1-cre)1Cjt/J	Jackson Laboratory	Stock No: 005584
Mouse: B6.Cg-Ndor1-Tg(UBC-cre/ERT2)1Ejb/1J	Jackson Laboratory	Stock No: 007001

Oligonucleotides		

mCxcl12 qPCR probe	Thermo Fisher Scientific	Cat# Mm00445553_m1
mGAPDH qPCR probe	Thermo Fisher Scientific	Cat# 4352932E

Recombinant DNA		

pMIG-CXCR4^WT^	This paper	N/A
pMIG-CXCR4^D99G^	This paper	N/A
pMIG-CXCR4^L251P^	This paper	N/A

Software and Algorithms		

FlowJo software (version 8.5.2)	FlowJo	RRID:SCR_008520
BD FACSDiva	BD Biosciences	RRID:SCR_001456
GraphPad Prism 7	GraphPad	RRID:SCR_002798
Qlucore omics Explorer 3.0	Qlucore	N/A
Bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Samtools	Li et al., 2009	http://samtools.sourceforge.net/
TopHat 2.0.13	Kim et al., 2013	https://github.com/infphilo/tophat

# Supplementary material for: CXCR4 Signaling Has a CXCL12-Independent Essential Role in Murine MLL-AF9-Driven Acute Myeloid Leukemia
**Source:** Cell Rep. Author manuscript; Available in PMC 2021 May 10.
**Supplement:** 1

## Supplemental Information

### **CXCR4 Signaling Has a CXCL12-Independent Essential Role in Murine *MLL-AF9*-Driven Acute Myeloid Leukemia**

**Ramprasad Ramakrishnan, Pablo Peña-Martínez, Puneet Agarwal, Maria Rodriguez-Zabala, Marion Chapellier, Carl Högberg, Mia Eriksson, David Yudovich, Mansi Shah, Mats Ehinger, Björn Nilsson, Jonas Larsson, Anna Hagström-Andersson, Benjamin L. Ebert, Ravi Bhatia, and Marcus Järås**

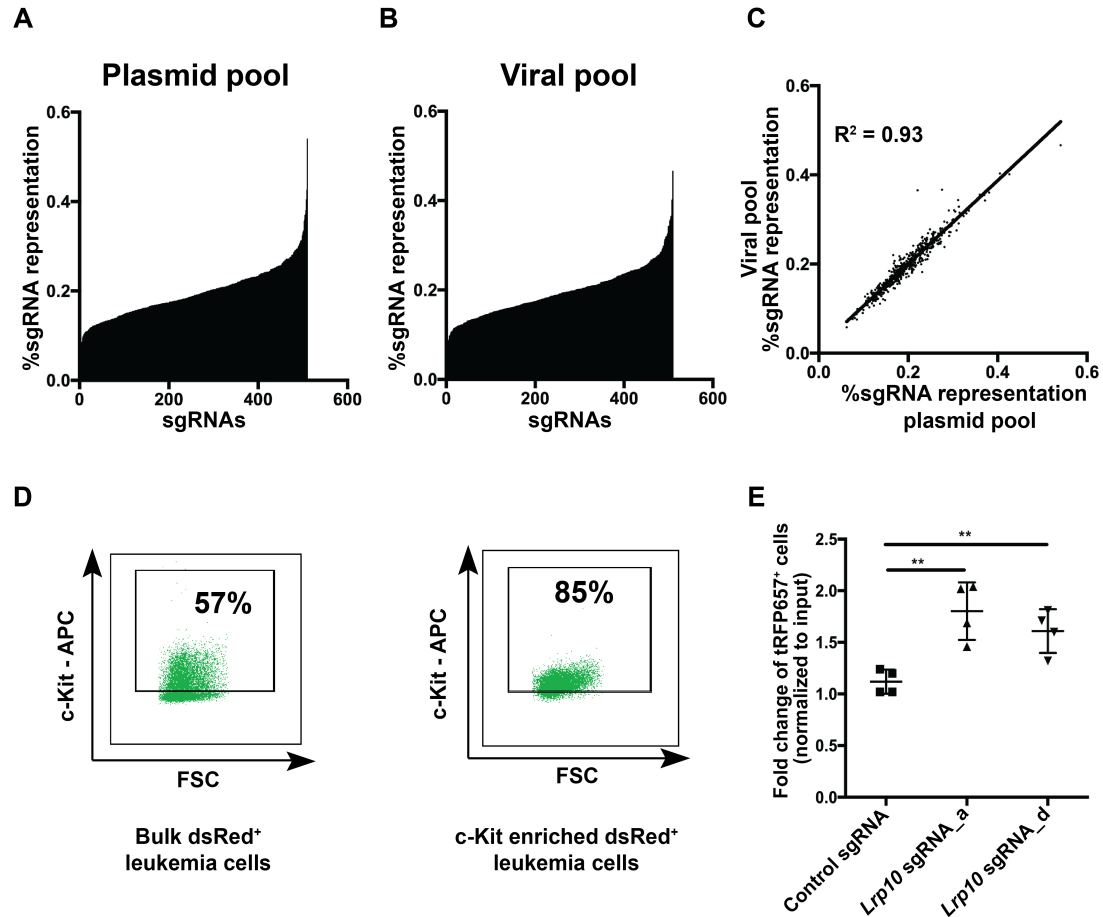

**Figure S1. sgRNA representation, enrichment of c-Kit<sup>+</sup> leukemia cells, and CRISPR-mediated disruption of *Lrp10* accelerates leukemia development *in vivo* (Related to Figure 1).**

Representation of sgRNAs determined by next-generation sequencing in the (A) plasmid and (B) viral pool as assessed post transduction in *MLL-AF9* leukemia cells. (C) Linear regression analysis of the representation of sgRNAs in the plasmid and the viral pool. (D) Dot plots showing c-Kit expression in *MLL-AF9* dsRed<sup>+</sup> mononuclear leukemia cells before (bulk cells) and after c-Kit enrichment. (E) Mice (n=4 for each group) were transplanted with leukemia cells transduced with lentiviral vectors coexpressing *Lrp10* sgRNAs and tRFP657. The mice were sacrificed 16 days post transplantation, and the percentage of tRFP657<sup>+</sup> cells in the bone marrow was normalized to the input percentage of tRFP657<sup>+</sup> cells 2 days after transduction. Means and standard deviations are shown (\*\*,  $P < 0.01$ ).

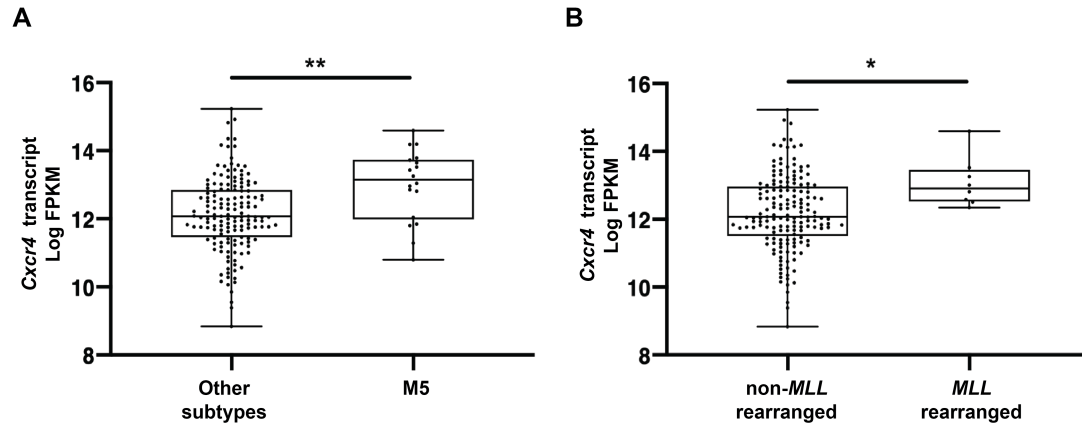

**Figure S2. *Cxcr4* expression is elevated in M5 and *MLL*-rearranged AML (Related to Figure 2).** *Cxcr4* expression in (A) M5 compared to other subtypes of AML and (B) *MLL*-rearranged AML compared to non-*MLL*-rearranged AML in patient samples from the cancer genome atlas (TCGA). Four patient samples in the M5 AML subtype contained *MLL*-rearrangements. FPKM: Fragments per Kilobase of transcript per Million mapped reads; Box represents 25<sup>th</sup> to 75<sup>th</sup> percentile of the data. Medians and minimum to maximum are shown (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ).

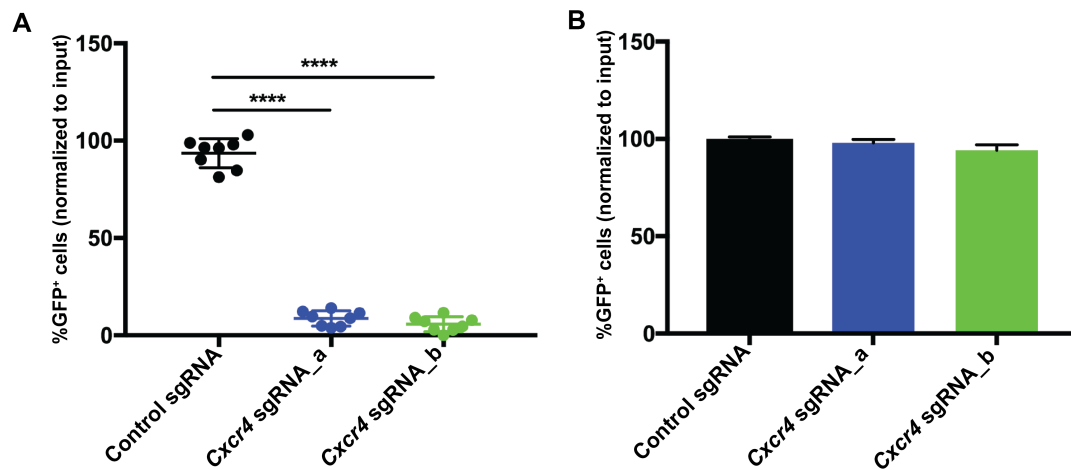

**Figure S3. CRISPR-mediated disruption of *Cxcr4* depletes leukemia cells *in vivo* but not *in vitro* (Related to Figure 2).** (A) Mice (n=8 for each group) were transplanted with leukemia cells transduced with lentiviral vectors coexpressing *Cxcr4* sgRNAs and GFP. The mice were sacrificed either 12 or 13 days post transplantation, and the percentage of GFP+ cells in the spleen was normalized to the input percentage of GFP+ cells 2 days after transduction. (B) The leukemia cells were transduced with lentiviral vectors coexpressing *Cxcr4* sgRNAs and GFP and the transduction efficiency was determined after 3 days (input). The cells were cultured *in vitro* with IL3, IL6, and SCF for 3 more days (n=3) and the percentage of GFP+ cells was normalized to the input. Means and standard deviations are shown (\*\*\*\*,  $P < 0.0001$ ).

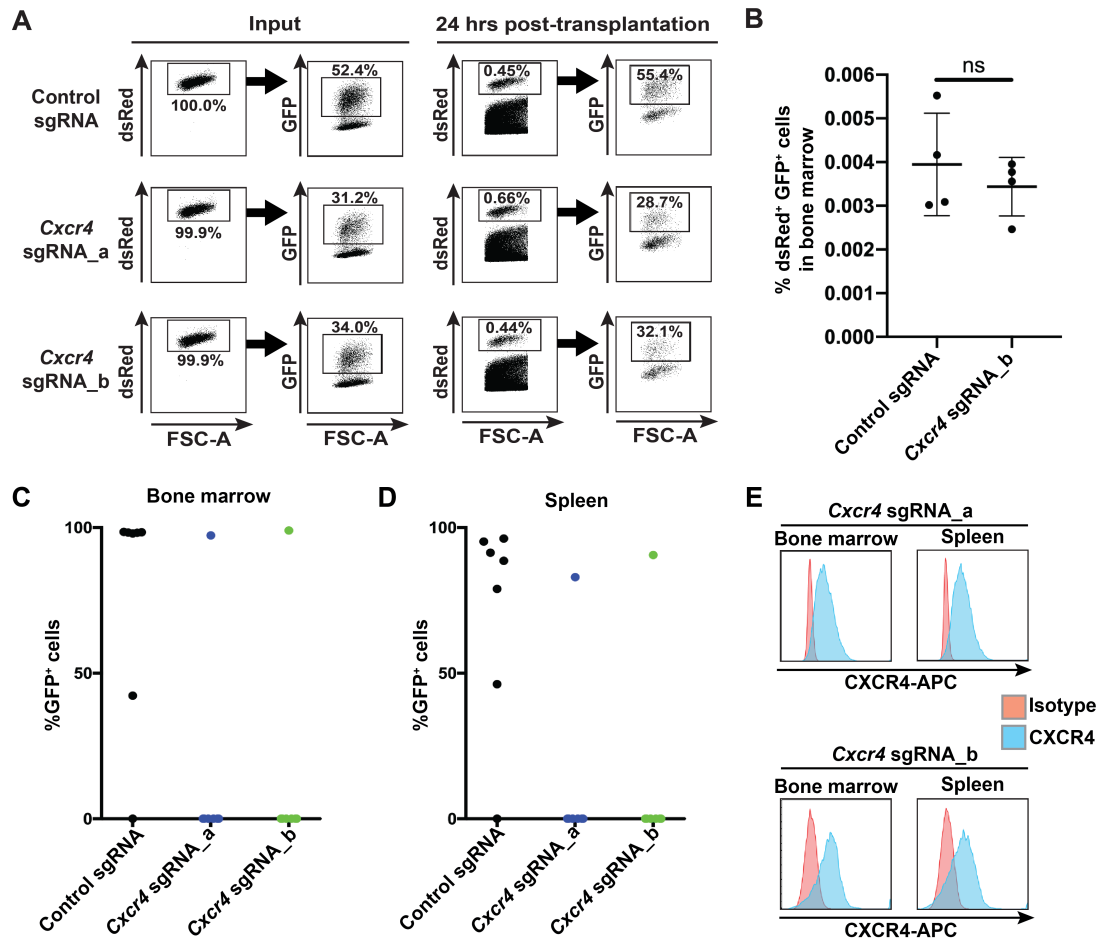

**Figure S4. CXCR4 is dispensable for homing of the leukemia cells to the bone marrow but critical for leukemia development (Related to Figure 3).** (A) Representative FACS plots showing the percentage of unsorted GFP<sup>+</sup> cells within dsRed<sup>+</sup> leukemia cells prior to transplantation (input) and in the bone marrow 24 hours after transplantation. (B) Percentage of dsRed<sup>+</sup>GFP<sup>+</sup> *MLL-AF9* leukemia cells in the bone marrow of recipient mice 24 hours after transplantation (n=4 for each group) of sorted dsRed<sup>+</sup>GFP<sup>+</sup> leukemia cells. Leukemia burden in the bone marrow (C) and spleen (D) of mice (n=7 for each group) transplanted with sorted GFP<sup>+</sup>dsRed<sup>+</sup> leukemia cells following transduction with sgRNA-expressing lentiviral vectors. (E) CXCR4 expression on GFP<sup>+</sup>dsRed<sup>+</sup> leukemia cells from the two mice that had developed leukemia after transplantation of *Cxcr4* sgRNA-expressing leukemia cells. Means and standard deviations are shown (ns: not significant).

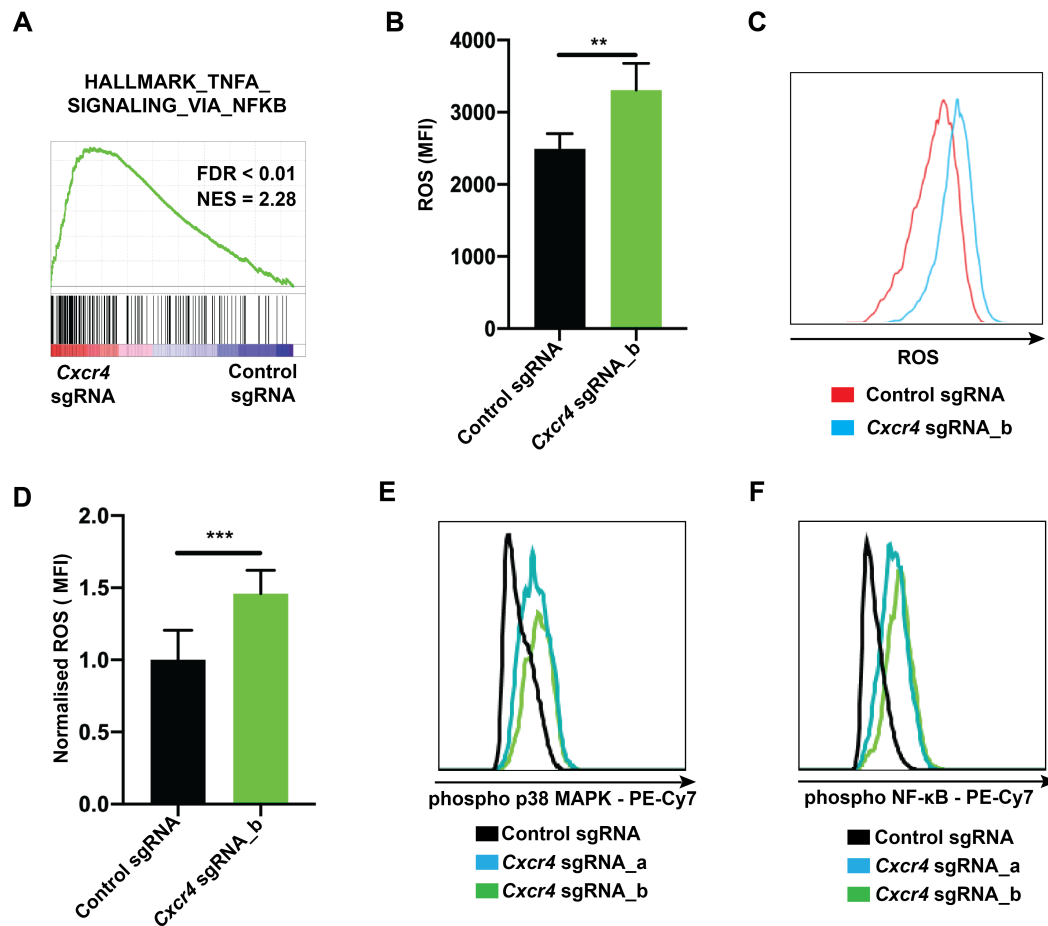

**Figure S5. Loss of CXCR4 signaling results in activation of NF-κB and p38 MAPK (Related to Figure 4 and 5).** (A) Gene set enrichment analysis (GSEA) of NF-κB target genes in the transcriptional signature of leukemia cells with *Cxcr4* disruption. (B) Mean fluorescence intensity (MFI) of CellROX Deep Red (measuring total ROS) in c-Kit<sup>+</sup> cells within GFP<sup>+</sup> (sgRNA expressing) leukemia cells. sgRNA-expressing leukemia cells were harvested from the bone marrow of recipient mice (n=5 for control sgRNA; n=4 for *Cxcr4* sgRNA\_b) 14 days post transplantation. (C) Representative histogram showing total ROS levels (measured with H2DCFDA) within tRFP657<sup>+</sup> (sgRNA expressing) cells harvested from the bone marrow of recipient mice (n=7 for each group) 11 days post transplantation. (D) MFI of H2DCFDA (measuring total ROS) within tRFP657<sup>+</sup> (sgRNA expressing) cells harvested from the bone marrow of recipient mice (n=7 for each group) 11 days post transplantation. The data is pooled from two independent experiments and is normalized to the average H2DCFDA staining in the control sgRNA samples within each experiment. Representative histogram showing the expression of (E) phosphorylated p38 MAPK and (F) phosphorylated NF-κB within GFP<sup>+</sup> (sgRNA expressing) cells in the bone marrow of mice transplanted with *Cxcr4* disrupted leukemia cells.

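Of 29 measured components of the NF-κB pathway itself, 5 rose and 3 fell (8 and 5 adjusted over the list alone; NES 1.30, adjusted p = 0.201), and with the length trend removed 5 rose and none fell. The list passed with genes ranked by the log2 fold change (NES 2.13, adjusted p = 0.000531; 0.000531 to 0.462 over all alternatives), and not with an estimated correlation (adjusted p = 0.485). With sgRNA_a alone against control the NES was 1.70 (adjusted p = 0.0196; adjusted p = 0.623 with an estimated correlation) at a median log2 fold change of -0.13, and with sgRNA_b alone 0.92 (adjusted p = 0.640) at 0.21. The sgRNAs are not shown to differ for this list (NES of sgRNA_b against sgRNA_a -0.89, adjusted p = 0.766). Its mean was 0.28 higher in Cxcr4 sgRNA libraries, above all controls in 6 of 7 (exact permutation p = 0.0455, adjusted p = 0.0802). The adaptor Myd88 rose by 0.68 (standard error 0.13, adjusted p = 0.00360 from limma) and the NF-κB subunit Relb by 1.51 (adjusted p = 0.0172), whereas the kinase Ripk1 (-0.56) and Traf3 (-0.43), which restrains noncanonical NF-κB signaling, fell. Traf3 lost its call without control replicate 2 or 3 (adjusted p = 0.0753 and 0.0537; 0.0103 to 0.342 over all alternatives) and Ripk1 without control replicate 3 (adjusted p = 0.0584; 0.00435 to 0.0641). Nfkb1, which encodes p50, had a log2 fold change of -0.10 (standard error 0.09, adjusted p = 0.448). Rela, which encodes p65, rose by 0.47 (adjusted p = 0.0247), a call lost without control replicate 1, 2 or 3 (adjusted p = 0.0671, 0.0812 and 0.0659; 0.0108 to 0.0812 over all alternatives). The call of Relb was lost without control replicate 1 or 2 (adjusted p = 0.0512 and 0.0575; 0.00992 to 0.0575 over all alternatives). Of 22 measured immediate early genes, which also respond to handling of cells and are in part NF-κB targets, 7 rose and none fell, also when adjusted over the list alone; 3 rose with the length trend removed and 4 with the trend with GC content removed. Junb was among these, with Nr4a1 (1.48), Ier2 (0.60) and Ier5 (0.67). Without control replicate 4 the calls of Nr4a1, Ier2 and Ier5 were lost (adjusted p = 0.0579, 0.0553 and 0.0637), without control replicate 2 those of Nr4a1 and Ier2 (0.0651 and 0.0704), and without control replicate 3 that of Nr4a1 (0.0524), with 0.00414 to 0.0704 over all alternatives of the 3 genes. Their NES was 1.91 (adjusted p = 0.00606; adjusted p = 0.426 with an estimated correlation), and the list missed the threshold with the trend with GC content removed (adjusted p = 0.0891). Its mean was 0.36 higher, above all controls in 3 of 7 libraries, and did not pass the exact permutation test (p = 0.127, adjusted p = 0.201). Part of this difference came from control replicate 4, at -0.52 relative to the mean of the controls, against -0.03 to 0.40 in the other controls. An NES as large was reached in 28 of 100 splits (highest other 2.46).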

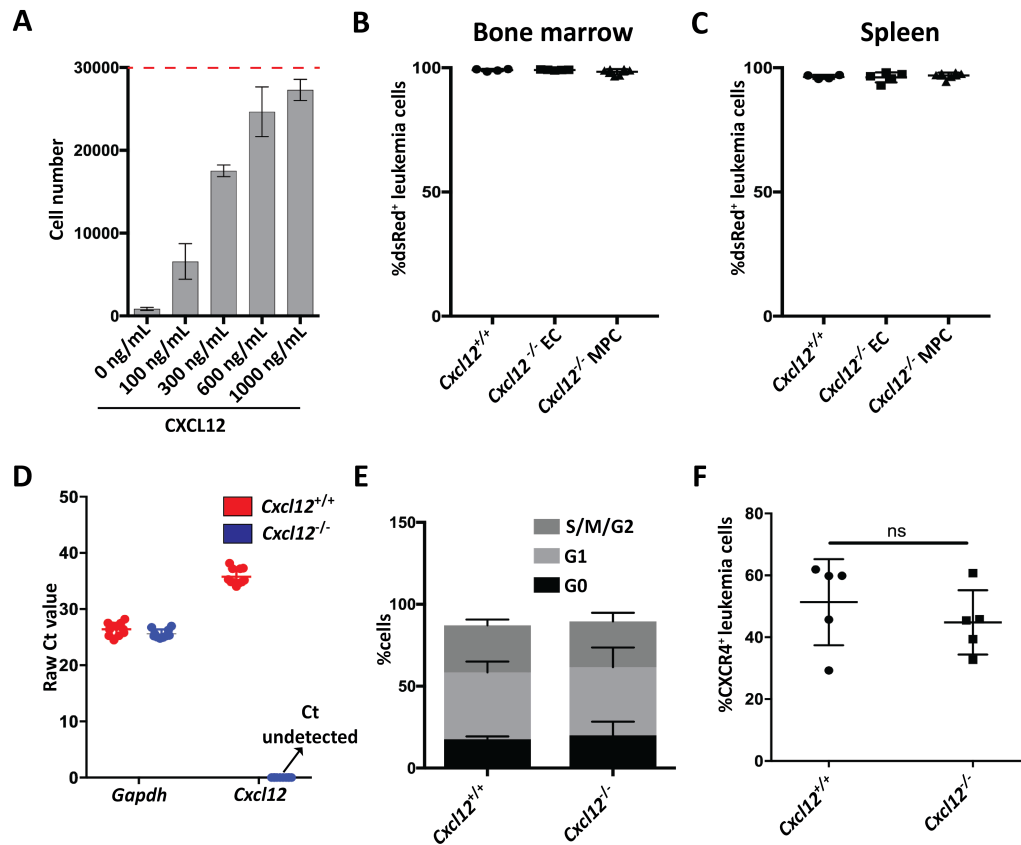

**Figure S6. CXCL12 stimulation, leukemia burden, real-time PCR, cell cycle analysis and CXCR4 expression (Related to Figure 6).** (A) Cell number after three days of culture of 30,000 seeded dsRed<sup>+</sup> leukemia cells (red dotted line) stimulated with increasing concentrations of CXCL12. Percentage of leukemia (dsRed<sup>+</sup>) cells in *Cxcl12*<sup>+/+</sup> (n=4), *Cxcl12*<sup>-/-</sup> EC (n=5) and *Cxcl12*<sup>-/-</sup> MPC (n=8) recipient mice at the time of sacrifice in the (B) bone marrow and (C) spleen. (D) Real-time PCR analysis (raw Ct values) of *Gapdh* and *Cxcl12* from RNA of the tail tissue of *Cxcl12*<sup>fl/fl</sup>-*Ubc-Cre*<sup>+</sup> (*Cxcl12*<sup>-/-</sup>) and *Cxcl12*<sup>+/+</sup> mice. (E) Cell cycle status and (F) CXCR4 expression in the leukemia cells from the bone marrow of *Cxcl12*<sup>fl/fl</sup>-*Ubc-Cre*<sup>+</sup> (*Cxcl12*<sup>-/-</sup>) and *Cxcl12*<sup>+/+</sup> mice (n=5). Means and standard deviations are shown. ns: not significant, Ct: Cycle threshold, EC: Endothelial cells, MPC: Mesenchymal progenitor cells.

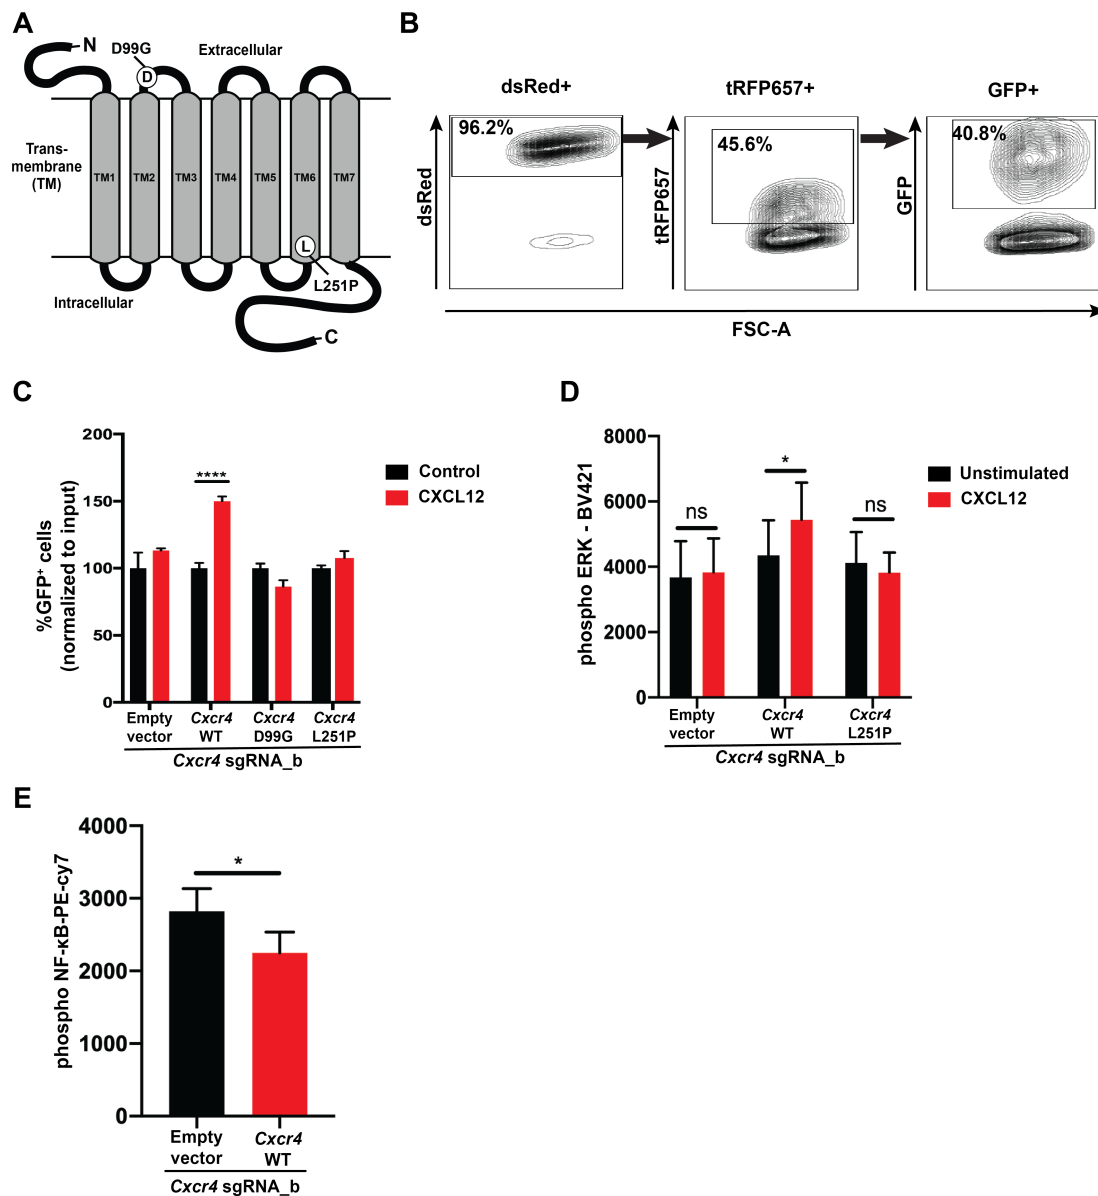

**Figure S7. CXCR4 mutants are insensitive to CXCL12 stimulation, and overexpression of *Cxcr4*<sup>WT</sup> suppresses NF-κB activation (Related to Figure 7).** (A) Schematic representation of CXCR4 showing the substitutions of amino acid residues D99G and L251P. (B) Representative FACS plots showing the sequential gating strategy for measuring the percentage of GFP<sup>+</sup> cells within the dsRed<sup>+</sup>tRFP657<sup>+</sup> leukemia cells. (C) Percentage of GFP<sup>+</sup> cells within the dsRed<sup>+</sup>tRFP657<sup>+</sup> leukemia cells normalized to the input (3 days post transduction). Cells were cultured for 3 days in serum free medium without any cytokines (control) or with 1 μg/mL of CXCL12. (D) Expression of phosphorylated ERK shown as mean fluorescence intensity (MFI) in the leukemia cells co-transduced with Cxcr4 sgRNA\_b and Empty vector, Cxcr4<sup>WT</sup> or Cxcr4<sup>L251P</sup>. dsRed<sup>+</sup>tRFP657<sup>+</sup>GFP<sup>+</sup> cells were sorted by flow cytometry, then cultured for 3 days and subsequently stimulated with 1 μg/mL of CXCL12 for 2 minutes prior to ERK-staining. Expression of phosphorylated NF-κB (E) shown as MFI within FACS sorted GFP<sup>+</sup>dsRed<sup>+</sup>tRFP657<sup>+</sup> leukemia cells harvested from the bone marrow of mice 13 days post transplantation (n=4 for each group). The recipient mice were transplanted with dsRed<sup>+</sup> leukemia cells transduced with Cxcr4 sgRNA\_b coexpressing tRFP657 along with pMIG-Empty vector or Cxcr4<sup>WT</sup> coexpressing GFP. Means and standard deviations are shown (\*\*\*\*, P < 0.0001; \*, P < 0.05; ns: not significant).

**Supplementary table 1.** Ranked genes based on upregulation in leukemic granulocyte-monocyte progenitors (L-GMPs) compared to normal GMPs and hematopoietic stem cells (HSCs). (Related to Figure 1)

| Rank | Gene symbol          | L-GMP vs GMP (t) | L-GMP vs HSC (t) |
|------|----------------------|------------------|------------------|
| 1    | <i>Csf2ra</i>        | 15.5             | 20.4             |
| 2    | <i>Ncam1</i>         | 14               | 16.7             |
| 3    | <i>Gpr97</i>         | 12.1             | 5.6              |
| 4    | <i>Itgb5</i>         | 10.8             | 6.5              |
| 5    | <i>P2rx1</i>         | 10               | 5.8              |
| 6    | <i>Itgb2</i>         | 9.7              | 9.8              |
| 7    | <i>Fcer1g</i>        | 7.8              | 11.8             |
| 8    | <i>Emr1</i>          | 7.4              | 8.8              |
| 9    | <i>Il31ra</i>        | 7.3              | 11.1             |
| 10   | <i>Ifngr1</i>        | 7.1              | 10.9             |
| 11   | <i>Cd33</i>          | 6.8              | 6.5              |
| 12   | <i>Csf2rb2</i>       | 6.6              | 5.7              |
| 13   | <i>Tlr1</i>          | 6.5              | 7.8              |
| 14   | <i>Paqr7</i>         | 6.4              | 3.3              |
| 15   | <i>Adipor1</i>       | 6.3              | 11.5             |
| 16   | <i>Cadm1</i>         | 6.2              | 4.8              |
| 17   | <i>Plxnd1</i>        | 6.2              | 8                |
| 18   | <i>Lrp4</i>          | 5.9              | 9.1              |
| 19   | <i>Cd97</i>          | 5.9              | 6.2              |
| 20   | <i>Crlf2</i>         | 5.8              | 0.9              |
| 21   | <i>Cd44</i>          | 5.7              | 2.8              |
| 22   | <i>4632428N05Rik</i> | 5.6              | 7.5              |
| 23   | <i>Cd79b</i>         | 5.4              | 4.7              |
| 24   | <i>Olr1</i>          | 5.4              | 8.6              |
| 25   | <i>App</i>           | 5.2              | 11.6             |
| 26   | <i>Ccr1</i>          | 5.1              | 6                |
| 27   | <i>Il10rb</i>        | 5                | 4.4              |
| 28   | <i>Gpr172b</i>       | 5                | 2.9              |
| 29   | <i>Aplp2</i>         | 5                | 0.8              |
| 30   | <i>Sort1</i>         | 4.9              | 8                |
| 31   | <i>Clec4b1</i>       | 4.8              | 6.2              |
| 32   | <i>Lmbr1</i>         | 4.8              | 1.5              |
| 33   | <i>L1cam</i>         | 4.5              | 4.2              |
| 34   | <i>Itgae</i>         | 4.4              | 5.2              |
| 35   | <i>Pxn</i>           | 4.4              | 2.5              |
| 36   | <i>Tnfrsf13b</i>     | 4.4              | 3.7              |

**Supplementary table 1 (Continued)**

| <b>Rank</b> | <b>Gene symbol</b> | <b>L-GMP vs<br/>GMP (t)</b> | <b>L-GMP vs<br/>HSC (t)</b> |
|-------------|--------------------|-----------------------------|-----------------------------|
| 37          | <i>Cd47</i>        | 4.4                         | 2.1                         |
| 38          | <i>Cml2</i>        | 4.4                         | 2.8                         |
| 39          | <i>Vcam1</i>       | 4.4                         | 6.6                         |
| 40          | <i>AF251705</i>    | 4.3                         | 4.9                         |
| 41          | <i>Psen1</i>       | 4.3                         | 7.4                         |
| 42          | <i>Entpd1</i>      | 4.2                         | 2.2                         |
| 43          | <i>Lrpap1</i>      | 3.9                         | 1                           |
| 44          | <i>Erb3</i>        | 3.8                         | 5.6                         |
| 45          | <i>Sirpa</i>       | 3.7                         | 5.8                         |
| 46          | <i>Cd244</i>       | 3.7                         | 1.4                         |
| 47          | <i>Cxcr4</i>       | 3.7                         | 5.6                         |
| 48          | <i>Gpr19</i>       | 3.5                         | 1.8                         |
| 49          | <i>Sor11</i>       | 3.5                         | 5.4                         |
| 50          | <i>Pira6</i>       | 3.4                         | 3                           |
| 51          | <i>Rtp3</i>        | 3.4                         | 5.4                         |
| 52          | <i>Ceacam1</i>     | 3.4                         | 4.4                         |
| 53          | <i>Siglec5</i>     | 3.3                         | 5.5                         |
| 54          | <i>Lrp1</i>        | 3.3                         | 3.2                         |
| 55          | <i>Pilra</i>       | 3.2                         | 3.6                         |
| 56          | <i>Thbd</i>        | 3.2                         | 4.8                         |
| 57          | <i>Plp1</i>        | 3.2                         | 3.5                         |
| 58          | <i>Lrp10</i>       | 3.2                         | 3.2                         |
| 59          | <i>Tspo</i>        | 3.2                         | 9                           |
| 60          | <i>Flot2</i>       | 3.2                         | 6.5                         |
| 61          | <i>Ltbr</i>        | 3.2                         | 4.4                         |
| 62          | <i>Itgav</i>       | 3.1                         | 2.7                         |
| 63          | <i>Ltb4r1</i>      | 3.1                         | 5.4                         |
| 64          | <i>Prlr</i>        | 3.1                         | 2.7                         |
| 65          | <i>Cd180</i>       | 3.1                         | 3.5                         |
| 66          | <i>Tnfrsf1a</i>    | 2.9                         | 5.4                         |
| 67          | <i>Itgam</i>       | 2.9                         | 3.1                         |
| 68          | <i>Ptger1</i>      | 2.9                         | 3.5                         |
| 69          | <i>Tacr2</i>       | 2.8                         | 1.2                         |
| 70          | <i>Stab1</i>       | 2.8                         | 2.7                         |
| 71          | <i>Gria3</i>       | 2.8                         | 7.6                         |
| 72          | <i>Fcgr2b</i>      | 2.8                         | 9.4                         |
| 73          | <i>Ptpro</i>       | 2.7                         | 3.6                         |
| 74          | <i>Cnr2</i>        | 2.7                         | 4.5                         |

**Supplementary table 1 (Continued)**

| <b>Rank</b> | <b>Gene symbol</b> | <b>L-GMP vs<br/>GMP (<i>t</i>)</b> | <b>L-GMP vs<br/>HSC (<i>t</i>)</b> |
|-------------|--------------------|------------------------------------|------------------------------------|
| 75          | <i>Clec2i</i>      | 2.6                                | 2.7                                |
| 76          | <i>Ifnar2</i>      | 2.6                                | 2.1                                |
| 77          | <i>Apob48r</i>     | 2.6                                | 1.1                                |
| 78          | <i>Sema4d</i>      | 2.6                                | 0.2                                |
| 79          | <i>Cdh20</i>       | 2.5                                | 2.6                                |
| 80          | <i>Sema4a</i>      | 2.4                                | 3.5                                |
| 81          | <i>Cd80</i>        | 2.4                                | 1.4                                |
| 82          | <i>Gp1bb</i>       | 2.4                                | 2.6                                |
| 83          | <i>Tgfbr1</i>      | 2.4                                | 1.5                                |
| 84          | <i>Ms4a6b</i>      | 2.3                                | 3.2                                |
| 85          | <i>Pcdh10</i>      | 2.3                                | 1.8                                |
| 86          | <i>Epha1</i>       | 2.3                                | 4.0                                |
| 87          | <i>Icam2</i>       | 2.2                                | 4.1                                |
| 88          | <i>Plaur</i>       | 2.2                                | 1.4                                |
| 89          | <i>Gpr84</i>       | 2.1                                | 2.6                                |
| 90          | <i>Ddr1</i>        | 2.1                                | 1.5                                |
| 91          | <i>Msr1</i>        | 2.1                                | 1.9                                |
| 92          | <i>Epha7</i>       | 2.1                                | 2.4                                |
| 93          | <i>Cd300lf</i>     | 2.1                                | 2.2                                |
| 94          | <i>Reep5</i>       | 2.1                                | 7.6                                |
| 95          | <i>Il3ra</i>       | 2.0                                | 3.9                                |
| 96          | <i>Itgal</i>       | 1.9                                | 3.1                                |

*t* : moderated *t* statistics from Smyth's moderated *t*-test

**Supplementary table 2.** Top ranked positive and negative regulators of leukemia cells in the CRISPR screen. (Related to Figure 1)

| Positive regulators of AML cells- ranked list |                 |                           |                                    |
|-----------------------------------------------|-----------------|---------------------------|------------------------------------|
| Rank                                          | Gene            | Number of sgRNAs depleted | Depletion<br>(median fold-change)  |
| 1                                             | <i>Cxcr4</i>    | 5/5                       | -9.73                              |
| 2                                             | <i>Hoxa9</i>    | 5/5                       | -4.69                              |
| 3                                             | <i>Pira6</i>    | 4/5                       | -4.71                              |
| 4                                             | <i>Ifngr1</i>   | 4/5                       | -2.53                              |
| 5                                             | <i>CD47</i>     | 3/5                       | -5.84                              |
| 6                                             | <i>CD244</i>    | 2/5                       | -3.37                              |
| 7                                             | <i>Af251705</i> | 2/5                       | -3.24                              |
| 8                                             | <i>Clec4b1</i>  | 2/5                       | -3.18                              |
| 9                                             | <i>Ceacam1</i>  | 2/5                       | -2.82                              |
| 10                                            | <i>C10orf57</i> | 2/5                       | -2.31                              |
| Negative regulator of AML cells               |                 |                           |                                    |
| Rank                                          | Gene            | Number of sgRNAs enriched | Enrichment<br>(median fold-change) |
| 1                                             | <i>Lrp10</i>    | 4/5                       | 2.77                               |

Threshold for sgRNA depletion or enrichment: fold-change of +/- 2.0

| Ranking criteria |                                                              |
|------------------|--------------------------------------------------------------|
| 1                | Number of sgRNAs depleted or enriched per gene               |
| 2                | The median fold-change in representation of sgRNAs per gene. |

How the deposited data were processed for this re-analysis (not part of the article)

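RNA sequencing of sorted GFP+ MLL-AF9 leukemia cells, harvested 10 days after transplantation, was analysed in 11 libraries: 4 with control sgRNA, 4 with Cxcr4 sgRNA_a and 3 with Cxcr4 sgRNA_b. Groups and replicate numbers were taken from the sample labels, and the group sizes are those of the legend of Figure 4, which describes the samples as cells from recipient mice. The authors made the libraries, aligned the reads and deposited log2 FPKM values, 1 column per library, for 9477 genes. The methods name TopHat 2.0.13 and mm9, the submitters' processing notes bcl2fastq, STAR 2.5.0a, mm10 and GRCm38, and the tool that made the FPKM values is not given in the sources used here. The authors also deposited an unadjusted p-value per gene, which equals that of a gene-wise two-sample test with equal variances on the log2 columns, with a largest difference of 1.23e-05 in log10 p. The fold change that the authors deposited is the geometric mean of control over Cxcr4 sgRNA libraries, with a largest relative difference of 5.04e-06. These last columns were compared with the results and entered none of the tests reported here. No column of another sample was present.

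The design fixed in advance assumed FPKM on a linear scale. The values turned out to be log2 FPKM, from -4.82 upward, so each was first converted back to FPKM as a power of the base and then to log2(FPKM + 1). Genes with 1 FPKM or more in at least 3 libraries were kept, which left 9463. The fold changes are differences on this scale and understate the change of genes with low FPKM. The main test was limma 3.58.1 in R 4.3.3, with the spread between libraries moderated along a trend with intensity and Benjamini-Hochberg adjustment over all genes kept. The 7 Cxcr4 sgRNA libraries were compared with the 4 controls as 2 groups. The sgRNAs were compared with control and with each other in a second fit with 3 group means, in which all 11 libraries share an estimate of the spread. A gene was called at an adjusted p below 0.05, and counts at 0.01, the threshold of Figure 4A, are given as well. The gene lists were tested by preranked enrichment with fgsea 1.28.0, genes being ranked by the sign of the fold change and the logarithm of the p-value. Of 40 lists, 30 had at least 5 measured members and were tested, with adjustment over these. They were written from general knowledge in place of the MSigDB sets named in the methods, which were not used here. Each list was also tested with camera in limma, with a preset correlation of 0.01 and with a correlation estimated per list, and with fry. With the estimated correlation, no list passed at an adjusted p of 0.05 (lowest 0.251), and 4 passed at an unadjusted p of 0.05. Of 573 mouse Reactome pathways with 15 to 300 measured members, 51 passed the preranked test, and none passed with an estimated correlation (lowest adjusted p = 0.993). For each sgRNA alone, no list passed with an estimated correlation either. The list means of single libraries were compared by exact permutation.

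Named genes follow a rule fixed in advance. It takes Cxcr4, the genes the paper names, and the 10 largest rises and 10 largest falls among genes at an adjusted p below 0.05. These had a mean of 5 FPKM or more in either group and all 7 Cxcr4 sgRNA libraries on the same side of all 4 controls. It also takes up to 4 members with the smallest p of each list described, and the 5 largest differences in each direction between the sgRNAs. Any other gene was chosen after its value was seen. Some genes that the rule selects, and 1 guide of Table S3, are not reported here.

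Read numbers are not among the deposited values, but they could be recovered. For 9392 genes (99.1%), every library's log2 value is that of a whole number of reads plus 0.5, with 0.001 chance solutions allowed per gene. After each value was moved at random by up to 0.002 on the log2 scale, this held for 39 genes. Libraries held 861600 to 1395500 reads, and the median gene had 40 to 66 reads, so the precision of low genes is limited by counting error. Between libraries of a group, the chi-square per gene was 1.38 to 4.33 and Pearson's r 0.968 to 0.987, so no library appeared to be deposited more than once. The median SD of a gene on the log2 scale was 0.19 in control, 0.22 in sgRNA_a and 0.24 in sgRNA_b libraries.

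Gene symbols were matched to GENCODE vM1 on NCBIM37 for 9357 genes (98.7%) and to Entrez identifiers for 9442 (99.6%). Lengths of the longest transcript were found for 9344 genes and GC contents for 9214. All coordinates refer to NCBIM37, and the guide sequences of Table S3 were located in it by exact matching on both strands. Sequence matching and recovery of reads used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.

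On simulated data, with 100 genes changed by 1 and 100 by 0.5 on the log2 scale among 9463 genes, the comparison of Cxcr4 sgRNA with control recovered 87% and 30%. The comparison with sgRNA_a recovered 79% and 20%, that with sgRNA_b 76% and 17%, and that between the sgRNAs 71% and 15%. Of the genes called, 3.31%, 1.0%, 5.1% and 4.44% had not been changed. With no change simulated, 0.90 of 30 lists passed on average. This rate need not hold for the real libraries, where a split with 0 genes at an adjusted p below 0.05 brought 20 lists past the threshold. The simulation therefore does not show that the preranked test keeps its error rate here. A respiratory chain list shifted by 0.30 passed in 20 of 20 simulations. A trend with transcript length alone also brought it past the threshold in 20 of 20, and in 0 after removal of the trend.

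Gene counts, named genes, the correlation of the sgRNAs, and the list and pathway tests of Cxcr4 sgRNA against control were computed again. The list tests of each sgRNA alone and between the sgRNAs, and the exact permutations of list means, are given for the main analysis only. The alternatives were a pseudocount of 0.1, no filter, a minimum of 5 FPKM and a gene-wise test. FPKM was also rescaled to the same total or quantile normalized, and the intensity trend was left out. Further alternatives were library quality weights, the replicate number as a block, 3 group means, other rankings and set tests, and leaving out each library in turn. Another 5 alternatives were added after the data were seen: the deposited log2 values without a pseudocount, these with the gene-wise test, limma-voom on the recovered reads, removal of each library's trend with transcript length, and leaving out control replicate 4 and sgRNA_a replicate 1 together. Protein, flow cytometry and survival measurements of the paper were not analysed here.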

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

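The tests of transcript length, of host neutrophils and of the pairing of gene lengths were chosen after the result was seen; the splits of the libraries and the tests of GC content and whole reads were planned.

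Among gene groups whose expression in these libraries the paper does not discuss, 6 lists passed the preranked test in Cxcr4 sgRNA against control libraries. They were cytosolic ribosomal proteins (NES 2.81, adjusted p = 2.79e-16), immediate early genes (1.91, 0.00606), glycolysis (1.90, 0.00486), mitochondrial ribosomal proteins (1.72, 0.00481), cell surface genes of the CRISPR screen (1.71, 0.00467) and, falling, MYC targets and ribosome biogenesis (-1.56, 0.0239). With an estimated correlation, their adjusted p was 0.426 to 0.635. The fall of the MYC list missed the threshold without control replicate 3 (adjusted p = 0.0762; 0.000772 to 0.0939 over all alternatives).

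Other splits of the same libraries were tested in the same way. For Cxcr4 sgRNA against control, chance can be excluded for the 705 genes at an adjusted p below 0.01 (highest other split 2) and the 1846 at 0.05 (highest other 3). These counts were 292, 279, 246 and 397 without control replicates 1 to 4 at 0.01, and 1187, 1182 and 1083 without control replicates 1 to 3 at 0.05. No other of 35 splits called as many as the 1603 genes with sgRNA_a (highest other 0; 986 genes without control replicate 3). The same held for the 1831 with sgRNA_b (highest other 165, in which control replicate 4 was grouped with sgRNA_b libraries). With 35 splits the smallest possible p is 0.0286, before adjustment. Chance cannot be excluded for the number of lists, since 14 of 100 splits, the real one included, brought as many as the real 14 past the threshold (highest other 20). Other splits can hold differences between groups, so this count does not show that chance accounts for the lists either. In the place of control, sgRNA_b replicates 1 to 3 with sgRNA_a replicate 2 or 4 gave 20 lists each. Control replicates 1, 3 and 4 with sgRNA_a replicate 4 gave 15. Counts of 100 splits for single lists and pathways include the real split and have the same limit. For single lists, an NES as large was reached by 2 of 100 splits for positive regulators of p38 MAPK and 4 for the NADPH oxidase, and by 6 to 38 for the other 12 lists that passed, among them the respiratory chain (16; highest other 3.13) and cytosolic ribosomal proteins (18; highest other 3.32). These shares are not adjusted for the number of lists. Chance can likewise not be excluded for the 51 Reactome pathways, reached by 36 of 100 splits (highest other 162, in a split with 0 genes at an adjusted p below 0.05); with an estimated correlation, no pathway passed in the real split (lowest adjusted p = 0.993). Without sgRNA_b replicate 3, 83 pathways passed.

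Of 79 respiratory chain and 74 cytosolic ribosomal protein genes, 27 and 35 rose and 51 and 37 did not pass (adjusted p of the lists 0.251 and 0.426 with an estimated correlation); their transcripts are short, while the signal of Cxcr4 sgRNA libraries changed by -0.12 to -0.20 on the log2 scale per doubling of transcript length, against -0.01 to 0.03 in controls. The percentile of each list's median among 10000 lists matched on GC content and read level was 100 after removal of the trend with GC content, which argues against GC content. With the trend with length removed, the ribosomal list lay at percentile 48.76 of lists matched on length (median 0.29 with an SD between genes of 0.33 before, 0.10 with 0.35 after). Its call ended because the change became smaller and not because the spread grew (adjusted p = 0.107), so transcript length could account for its rise. The respiratory chain list lay at percentile 79.69 (median 0.28 before, 0.06 after) but passed (NES 1.85, adjusted p = 4.45e-04; adjusted p = 0.678 with an estimated correlation), so length bias and a change of these genes after Cxcr4 disruption cannot be told apart.

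Of 21 genes of secondary and tertiary granule proteins, 15 rose and none fell; the median was 1.11, and 1.03 with the trend with transcript length removed, at percentile 100 of matched lists (NES 2.38, adjusted p = 3.71e-08; adjusted p = 0.358 with an estimated correlation), which argues against length bias. Host neutrophils among the sorted cells would bring the same transcripts and dilute those of leukemia stem cells. The 31 leukemia stem cell and HOX genes had a median log2 fold change of -0.085 (standard error 0.14), too wide to decide. A fall could also come with maturation, so it would not have separated maturation from dilution. Host neutrophils and maturation of the leukemia cells therefore cannot be told apart here, although sorting for GFP is meant to remove host cells. The second is a hypothesis that the paper's cytospins and Gr-1 staining address by other means. In GFP+dsRed+tRFP657+ leukemia cells, the paper reports that wild-type or D99G Cxcr4 abolished the Gr-1 rise and L251P did not.

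FPKM levels did not follow the lengths of the genes: the lengths they imply had a Spearman correlation of -0.016 with annotated transcript lengths. Of these lengths, 42.64% lay within the annotated range, against 42.94% on average after shuffling among genes. That whole reads were recovered by chance is argued against by 39 genes after each value was moved at random, compared with 9392. Lengths paired with other genes could account for this. In comparisons of 1 gene between libraries, the length cancels on the deposited log2 scale. After 1 is added to FPKM it does not fully cancel, and low genes are affected most. Gadd45g rose by 1.14 with the added 1 and by 1.89 on the deposited values. The count at an adjusted p below 0.01 was 705 with it and 690 on the deposited values. The filter at 1 FPKM and the rule for naming genes at 5 FPKM also depend on the length. No biological explanation was tested.

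The sgRNAs differed from each other in 49 genes, more than in any other split (highest other of 35 splits 2). Chance is not excluded by this, since 35 splits allow no p below 0.0286, before adjustment for the counts tested. Slopes with GC content also differed, at 0.16 to 0.19 in sgRNA_a and 0.25 to 0.33 in sgRNA_b libraries, and their removal was not tested for this count. The count was 3 with the gene-wise test, 2 without the intensity trend, 2 with library quality weights, 102 with the replicate block and 303 with limma-voom on recovered reads. This count was 0 without sgRNA_b replicate 3 (limma, with 1322 genes at an unadjusted p below 0.05; the gene-wise test also gave 0, with 896), and 184 and 2 without sgRNA_b replicates 1 and 2. Without sgRNA_a replicates 1 to 3 it was 4, 13 and 2, and without control replicates 1 to 3 it was 8, 25 and 25. Differences of sgRNA_b from sgRNA_a on the log2 scale were 2.10 for Apoe, 1.75 for Ccl6, 1.72 for Vcam1, 1.65 for Ccbl1 and 1.43 for Lgmn, and -1.67 for Slc36a2, -1.55 for A930013F10Rik, -1.52 for Amot, -1.50 for Herpud1 and -1.31 for Mtmr10 (adjusted p from 0.0322 to 0.0457). In preranked tests of this difference, the lists higher with sgRNA_b were monocytes and macrophages (NES 2.32), surface genes of the screen (2.31), mature neutrophils (2.10), antioxidant enzymes (1.97), secondary and tertiary granule proteins (1.96), NADPH oxidase (1.92), interferon-stimulated genes (1.85), ROS pathway (1.73), glycolysis (1.68) and resident macrophages (1.54). Those lower with sgRNA_b were the unfolded protein response (-2.34), MYC targets and ribosome biogenesis (-2.28), S phase (-2.02), cholesterol synthesis (-1.62) and NF-κB targets (-1.57). Their adjusted p lay between 1.37e-08 and 0.0274, but none passed with an estimated correlation (0.152 to 0.660). No list passed the exact permutation of list means between the sgRNAs either (lowest adjusted p = 0.0952), a test that allows no p below 0.0286.

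In 29 of 364 groups of 4 libraries, 1 library stood far from the other 3, where chance gives about 1 in 20. The values that follow are its gap to the nearest library over the range of the group. Control replicate 4 was lower for Scin (0.930), Cd34 (0.909), Ly6c1 (0.890), Bcl2 (0.874) and Gadd45g (0.868). It was higher for Camp (0.976), S100a8 (0.948), the cholesterol synthesis list (0.927), Pira6 (0.921), Gm5483 (0.907), Cyp51 (0.859) and Ncf1 (0.841). Control replicate 1 was lower for Crlf2 (0.962) and Lrp10 (0.836), and higher for Cs (0.843) and Rplp1 (0.841). Control replicate 3 was lower for Cox6a1 (0.884) and Mrps25 (0.842) and higher for Map2k3 (0.892), and control replicate 2 was lower for the primary granule list (0.867). Replicate 1 of sgRNA_a was lower for Cebpa (0.837) and the CXCR4 axis list (0.875), and higher for the MYC list (0.896) and the cytosolic ribosomal protein list (0.834). Other sgRNA_a libraries stood apart for Nfkb1 (0.883) and Utp20 (0.854), both lower in replicate 3, C5ar1 (0.858), lower in replicate 2, and Ifi27 (0.839) and the hypoxia list (0.830), higher in replicate 4. The 3 libraries of sgRNA_b were not tested in this way.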

How the results depend on the processing

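The alternatives that remove the length trend, use recovered reads or the deposited log2 values, or leave out control replicate 4 and sgRNA_a replicate 1 together were chosen after the data were seen. No called named gene and no list that passed changed direction under any alternative run. Of 3243 values of the 125 named genes that were called, 3090 passed in the same direction and 153 did not, spread over 45 genes. Median counts of 40 to 66 reads per gene limit the precision of small changes, and where a value moved, the cause was not tested unless fewer libraries were used.

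The 705 genes at an adjusted p below 0.01 became 1253 with library quality weights, 399 with the length trend removed, 386 without control replicate 4 and sgRNA_a replicate 1, and 246 (without control replicate 3) to 774 (without sgRNA_b replicate 3) with 1 library left out; without control replicates 1, 2 and 4 they were 292, 279 and 397. Of these genes, 44.82% rose, against 56.33% with quantile normalization and 60.65% with the length trend removed. At 0.05, 51.2% rose with quantile normalization, against 42.09% without it. The 1846 genes at 0.05 became 1188 with the length trend removed, of which 56.65% rose against 42.09%, and 1083 (without control replicate 3) to 2018 (without sgRNA_b replicate 3); without control replicates 1 and 2 they were 1187 and 1182. With sgRNA_a, 1603 genes became 917 without the same pair of libraries, and 986 (without control replicate 3) to 1805 with 1 left out. With sgRNA_b, 1831 became 909 with the gene-wise test, 864 with that test on the deposited values, and 1287 to 1915 with 1 left out.

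Between the sgRNAs, 49 genes became 3 with the gene-wise test, also on the deposited values, 2 without the intensity trend, 2 with library quality weights, 303 with limma-voom on recovered reads and 23 without the same pair. The range with 1 library left out was 0 (without sgRNA_b replicate 3; limma, 1322 at an unadjusted p below 0.05, and 0 and 896 with the gene-wise test) to 184 (without sgRNA_b replicate 1); it was 2 without sgRNA_b replicate 2, 4, 13 and 2 without sgRNA_a replicates 1 to 3, and 8, 25 and 25 without control replicates 1 to 3. The correlation of 0.713 became 0.681 with the length trend removed, 0.765 without the pair, 0.580 with separate controls, and 0.645 to 0.744 with 1 left out.

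The 14 lists that passed were 14 to 16 with 1 library left out, and the 51 pathways became 107 with quantile normalization, 8 with the length trend removed, and 38 to 83 (without sgRNA_b replicate 3). The NES of ROS pathway genes became 1.48 with the length trend removed (adjusted p = 0.0748), while their median changed from 0.13 to 0.15. With camera and an estimated correlation, the adjusted p was 0.251 for the respiratory chain, positive regulators of p38 MAPK, NF-κB targets and secondary and tertiary granules, 0.358 for mature neutrophils and 0.392 for ROS. For p38 MAPK kinases, fry gave 0.0302.

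With the replicate number as a block, the counts were 341 in place of 705 and 102 in place of 49, and the block changed no other count by more than 1.5 times. The numbers do not pair the libraries: 1 of 10 same-number pairs had a correlation above 0.1, and 3 of 11 libraries correlated best with their own number.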

Differences from the paper's values

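The paper reports 473 differentially expressed genes at a false discovery rate below 0.01 in Figure 4A, and 705 genes passed that threshold here. Of the alternatives set before the data were examined, the gene-wise test came closest with 487 genes. The others within 1.5 times of the paper's 473 were the pseudocount of 0.1 (694), no filter (706), the minimum of 5 FPKM (708), equal totals (698), quantile normalization (648), no intensity trend (555) and the replicate block (341). Leaving out control replicate 4 (397), sgRNA_a replicate 2, 3 or 4 (536, 539 and 574) or sgRNA_b replicate 1 or 2 (560 and 539) also stayed within it. More than 1.5 times away were library quality weights (1253), 3 group means (1003), control replicate 1, 2 or 3 left out (292, 279 and 246), sgRNA_a replicate 1 left out (720) and sgRNA_b replicate 3 left out (774). The gene-wise test on the deposited log2 values, chosen after seeing the values, gave 473 genes and drops 0 of the 473 genes that the authors' deposited p-values give after Benjamini-Hochberg adjustment. The analysis reported here called 406 of those 473 genes. The other alternatives added after the data were seen gave 690 genes (deposited log2 values), 977 (limma-voom on recovered reads), 399 (length trend removed) and 386 (control replicate 4 and sgRNA_a replicate 1 left out). Adjusting the deposited p-values over the 9463 genes kept here also gives 473. The numbers of libraries, 4, 4 and 3, equal the paper's.

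The paper states that gene sets for p38 MAPK signaling were enriched. Here the kinases of the cascade did not pass (NES -0.99, adjusted p = 0.589 from preranked enrichment), at an adjusted p from 0.304 to 0.914 over all alternatives of that test, while fry, which does not compare a list with other genes, gave an adjusted p of 0.0302 in the direction of lower expression. Positive regulators of the cascade did pass (NES 1.91, adjusted p = 0.00961), though not with an estimated correlation (adjusted p = 0.251). They also did not pass with the trend with GC content removed (adjusted p = 0.0734), while their median was 0.14 before and 0.23 after. The paper states that Gr-1 was higher on the cells by flow cytometry. Among the transcripts of the Gr-1 genes, Ly6c1 was at 0.33 (adjusted p = 0.162 from limma) and Ly6c2 at -0.17 (adjusted p = 0.146), and Ly6g is not listed. With the length trend removed, chosen after seeing the values, Ly6c1 was at 0.07 (adjusted p = 0.819) and Ly6c2 fell by 0.45 (adjusted p = 0.00225). Other neutrophil genes such as Ngp (2.09) and S100a8 (1.83) were higher.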

Other observations

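The exact permutation of list means and the removal of the length trend were chosen after the data were seen. Of 74 measured ribosomal protein genes, 35 rose and 2 fell (41 and 3 adjusted over the list alone; adjusted p = 0.426 with an estimated correlation), among them Rps19 (1.69), Rplp1 (0.77), Rpl18 (0.74) and Rpl39 (0.69), though such genes share reads with pseudogenes. Their mean was 0.27 higher, above all controls in 6 of 7 libraries (exact permutation p = 0.0152, adjusted p = 0.0420). They held 4.66% to 5.09% of reads in controls and 5.75% to 6.26% in Cxcr4 sgRNA libraries other than sgRNA_b replicate 3, which had 4.77%. Of 77 mitochondrial ribosomal proteins, 10 rose and 2 fell (8 and 2 adjusted over the list alone; adjusted p = 0.426 with an estimated correlation), with Mrpl57 at 0.85, Mrps16 at 0.76 and Mrps25 at -0.59; their mean was 0.12 higher (exact permutation p = 0.0424, adjusted p = 0.0796). With the length trend removed, neither list passed (adjusted p = 0.107 and 0.796), and 13 cytosolic ribosomal protein genes rose and 7 fell, against 5 and 1 for the mitochondrial ones. Mrps16 (0.41, adjusted p = 0.0862) and Mrps25 (-0.36, adjusted p = 0.0584) then lost their calls. Of 40 MYC targets and genes of ribosome biogenesis, 1 rose and 8 fell (2 and 14 adjusted over the list alone; adjusted p = 0.635 with an estimated correlation): the rRNA-modifying Dkc1 (-0.56), nucleophosmin (Npm1, -0.55), Nop2 (-0.57) and Utp20 (-0.46). The mean of that list was changed by -0.17 (exact permutation p = 0.0636, adjusted p = 0.106), none of its genes rose and 5 fell with the length trend removed, and its call was lost without control replicate 3 (adjusted p = 0.0762; 0.000772 to 0.0939 over all alternatives). Utp20 lost its call with the length trend removed (-0.19, adjusted p = 0.215).

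Of 21 glycolysis genes, 6 rose and none fell, also adjusted over the list alone (adjusted p = 0.485 with an estimated correlation), led by the glucose transporter Slc2a3 (2.17) and Gpi1 (0.52), and their mean was 0.19 higher, above all controls in 5 of 7 libraries (exact permutation p = 0.0182, adjusted p = 0.0420). Ldha rose by 0.36 and Pkm by 0.31; without control replicate 1 or 2 the calls of Ldha (adjusted p = 0.0500 and 0.0584; 0.00244 to 0.0584 over all alternatives) and Pkm (0.0825 and 0.0837; 0.00665 to 0.0837) were lost, and that of Pkm also without control replicate 3 (0.0815). Adhesion genes moved in both directions (NES -1.25, adjusted p = 0.273; median -0.01, mean 0.07): of 18 measured, 4 rose and 5 fell (4 and 6 adjusted over the list alone), with the tetraspanin Cd9 at 1.96 and the homing molecules Itga4 (-0.94) and Pecam1 (-0.82) falling. Of 15 genes of the CXCR4 axis, 4 rose and 1 fell, also adjusted over the list alone (NES 1.65, adjusted p = 0.0626), among them Cd74, a receptor for MIF, by 2.04, Arrb2 by 0.94, and Rgs18 at -0.61. That list passed without control replicate 2 (adjusted p = 0.0111), sgRNA_a replicate 1 or 2 (0.0406 and 0.0324) or sgRNA_b replicate 2 (0.0335), with 0.0111 to 0.541 over all alternatives, and not with an estimated correlation (adjusted p = 0.426). Of adhesion genes 5 rose and 4 fell with the length trend removed, and of the CXCR4 axis 3 and 2.

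Of 81 surface genes of the screen, a list the study chose, 18 rose and 6 fell (19 and 8 adjusted over the list alone; adjusted p = 0.635 with an estimated correlation), with Gpr84 at 1.98, Crlf2 at 0.68, Ms4a6b at -0.81 and Gria3 at -0.78; their mean was 0.13 higher, above all controls in 4 of 7 libraries (exact permutation p = 0.267, adjusted p = 0.348). Among genes the paper names, those not called included Mif (-0.11, adjusted p = 0.482), Ubb (0.00, 0.976), Cd47 (0.16, 0.242), Pira6 (0.13, 0.857), Ifngr1 (-0.13, 0.397) and Cd244 (-0.19, 0.675). With the length trend removed, Mif (adjusted p = 0.00823; 0.00823 to 0.772 over all alternatives) and Cd47 (0.0218; 0.0218 to 0.544) passed, the first lower and the second higher. Lrp10 rose by 0.35 (adjusted p = 0.0176), a call lost without control replicate 1 (0.0693; 0.00421 to 0.0693 over all alternatives). Ly6g and Cxcl12 are not listed.

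With each sgRNA alone against control, some lists passed with sgRNA_b and not with sgRNA_a: MYC targets and ribosome biogenesis (NES -2.12, adjusted p = 3.63e-06, against adjusted p = 0.565), surface genes of the screen (2.25, 1.38e-07, against 1.28, 0.135), glycolysis (1.86, 0.00799, against 1.52, 0.0943) and resident macrophages (1.82, 0.000526, against 1.42, 0.154). The same held for S phase (-1.57, 0.0167, against 0.90, 0.718) and cholesterol synthesis (-1.53, 0.0447, against -0.79, 0.828). For these 6 lists the difference of sgRNA_b from sgRNA_a passed the preranked test as well (adjusted p = 1.24e-06, 1.37e-08, 0.0272, 0.0274, 1.61e-04 and 0.0228), though with an estimated correlation none did (0.152 to 0.660 over the lists that passed). None of the 6 passed the exact permutation of list means between the sgRNAs (lowest adjusted p = 0.0952). For the CXCR4 axis (1.77, 0.0171 with sgRNA_b; 1.53, 0.0943 with sgRNA_a) and mitochondrial ribosomal proteins (1.25, 0.148; 1.78, 0.00173) the sgRNAs are not shown to differ (NES of the difference 1.43 and -1.21, adjusted p = 0.153 and 0.218). With an estimated correlation no list passed for either sgRNA (lowest adjusted p = 0.319 and 0.148).

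The remaining lists did not pass in Cxcr4 sgRNA against control libraries. Of 45 S phase genes, 2 rose and 6 fell, also adjusted over the list alone (NES -0.97, adjusted p = 0.597), with Ccne2 at -0.57 and Mcm5 at 0.34. Of 47 G2 and M phase genes, 4 rose and 7 fell (4 and 9 adjusted over the list alone; NES -1.27, adjusted p = 0.218), with Hmmr at -0.54 and Cenpf at -0.44, and the list passed without control replicate 2 (adjusted p = 0.0349; 0.0349 to 0.914 over all alternatives), though not with an estimated correlation (adjusted p = 0.635). A single S phase gene rose and 1 fell with the length trend removed, and likewise 1 and 1 of G2 and M phase; with the trend with GC content removed, 2 and 0 of S phase and 3 and 1 of G2 and M phase. Of 33 interferon-stimulated genes, 4 rose and 2 fell, also adjusted over the list alone (NES 0.70, adjusted p = 0.935; median -0.17, mean -0.06), with Trim30a at -1.10 and Ifi27 at 0.79. Of 27 p53 and apoptosis genes, 4 rose and 3 fell (6 and 3 adjusted over the list alone; NES 1.19, adjusted p = 0.322). Of 18 hypoxia genes, 2 rose and 1 fell (2 and 2 adjusted over the list alone; NES -0.93, adjusted p = 0.597). Of 23 genes of the unfolded protein response, 3 rose and 2 fell, also adjusted over the list alone (NES -0.86, adjusted p = 0.699; median -0.16, mean 0.00), with Canx at -0.62 and Ddit3 at 0.88. Of 23 genes of cholesterol synthesis, none rose and 2 fell, also adjusted over the list alone (NES -1.32, adjusted p = 0.201), and their mean was changed by -0.24, above the controls in 0 of 7 libraries (exact permutation p = 0.0152, adjusted p = 0.0420). Sqle (-0.72) lost its call without control replicates 1, 2, 3 and 4 (adjusted p = 0.0526, 0.0681, 0.0638 and 0.0540; 0.00817 to 0.0839 over all alternatives) and Stard4 (-0.62) without control replicates 2 and 4 (0.0780 and 0.0602; 0.0127 to 0.116). Removal of the length trend left 3 up and 2 down among interferon-stimulated genes, 2 and 1 for p53 and apoptosis, 1 and 1 each for hypoxia and the unfolded protein response, and none in either direction for cholesterol synthesis. It also ended the calls of Cenpf (-0.16, adjusted p = 0.314), Ifi27 (0.39, adjusted p = 0.0927) and Ddit3 (0.65, adjusted p = 0.0645). Lists with fewer than 5 measured genes, not tested, were mitochondrially encoded respiratory genes (0), megakaryocytes (0), B cells (1), erythroid cells (2), mast cells, basophils and eosinophils (2), endothelial and stromal cells (2), sex-linked genes (2), T and NK cells (3), MHC class II (4) and dendritic cells (4).

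With the trend with GC content removed, positive regulators of p38 MAPK and immediate early genes missed the threshold (adjusted p = 0.0734 and 0.0891), although their medians did not shrink alike: 0.14 before and 0.23 after for the first, 0.41 and 0.33 for the second. These lay at percentiles 99 and 100 of lists matched on GC content and read level.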
